# Phenotypically distinct female castes in honey bees are defined by alternative chromatin states during larval development

**DOI:** 10.1101/gr.236497.118

**Published:** 2018-10

**Authors:** Marek Wojciechowski, Robert Lowe, Joanna Maleszka, Danyal Conn, Ryszard Maleszka, Paul J. Hurd

## Abstract

The capacity of the honey bee to produce three phenotypically distinct organisms (two female castes; queens and sterile workers, and haploid male drones) from one genotype represents one of the most remarkable examples of developmental plasticity in any phylum. The queen–worker morphological and reproductive divide is environmentally controlled during post-embryonic development by differential feeding. Previous studies implicated metabolic flux acting via epigenetic regulation, in particular DNA methylation and microRNAs, in establishing distinct patterns of gene expression underlying caste-specific developmental trajectories. We produce the first genome-wide maps of chromatin structure in the honey bee at a key larval stage in which developmental canalization into queen or worker is virtually irreversible. We find extensive genome-wide differences in H3K4me3, H3K27ac, and H3K36me3, many of which correlate with caste-specific transcription. Furthermore, we identify H3K27ac as a key chromatin modification, with caste-specific regions of intronic H3K27ac directing the worker caste. These regions may harbor the first examples of caste-specific enhancer elements in the honey bee. Our results demonstrate a key role for chromatin modifications in the establishment and maintenance of caste-specific transcriptional programs in the honey bee. We show that at 96 h of larval growth, the queen-specific chromatin pattern is already established, whereas the worker determination is not, thus providing experimental support for the perceived timing of this critical point in developmental heterochrony in two types of honey bee females. In a broader context, our study provides novel data on environmentally regulated organismal plasticity and the molecular foundation of the evolutionary origins of eusociality.

Eusociality is an intriguing evolutionary invention found in many species of Hymenoptera (e.g., bees, wasps, and ants), termites, and even some mammals (Jarvis 1981; Gordon 2002; Nalepa 2015). In true eusocialism, large self-organizing colonies are formed out of individuals partitioned into reproductive and nonreproductive types known as castes, each representing an organism with a distinct repertoire of morphological, physiological, and behavioral characteristics. In some species, this phenotypic divide is epigenetically rather than genetically determined, consistent with the environmental impact by which these differences are implemented.

Insect pollinators such as the honey bee (*Apis mellifera*) play a crucial role in most ecosystems and strongly influence ecological relationships, for example, by helping to maintain genetic variation in flowering plants. Furthermore, in farmed areas, the honey bee is used extensively for the commercial pollination of a variety of cultivated crops. Honey bees live in complex societies comprising tens of thousands of individuals, in which there is a division of labor that can be separated into two broad categories. The first is a reproductive distinction; each colony contains two diploid female castes comprising a single queen who is specialized for reproduction and thousands of sterile female worker bees (Winston 1991). The second distinction relates to the division of tasks performed by the worker caste, which changes during the course of adult life from nurse through to forager, in a process termed behavioral maturation that results in worker subcastes (Winston 1991). A third main phenotypic outcome, which develops from unfertilized eggs, is a haploid male drone. The key feature in the establishment of these different female developmental trajectories and subsequent maintenance during adulthood, is nutrition. For the first 72 h after hatching, both queen and worker larvae receive a certain amount of nutritious jelly, although the worker jelly contains lower concentration of sugars and a few other ingredients than the queen food known as royal jelly (Wang et al. 2016; Maleszka 2018). Drone larvae not only receive a distinct diet, but also in larger quantities compared to that of worker larvae. This suggests that similarly to queens, nutrition provides important cues for their proper development (Hrassnigg and Crailsham 2007). Larvae developmentally destined to be workers or drones are then switched to a diet comprised of nectar and pollen, in contrast to larvae destined to become queens, which remain on a royal jelly diet. After 96 h, larval chambers are capped and no further feeding occurs until after pupation. Differential feeding continues throughout adulthood, resulting in distinct but genetically indistinguishable organisms/castes. The honey bee genome therefore exemplifies environmentally driven phenotypic plasticity, where diet dictates the ability of different phenotypes to arise from a single genome and represents one of the most striking examples of developmental plasticity in any phylum.

The establishment, maintenance, and modulation of transcriptional programs such as those during development are reliant on the inherent plasticity of chromatin, and recent evidence indicates that chromatin-based epigenetic mechanisms direct nutrition-mediated caste differentiation in the honey bee. RNAi knock-down of the putative de novo DNA methyltransferase *DNMT3* in newly hatched larvae has been shown to lead to royal jelly–like effects on developmental trajectory, resulting in a significantly high proportion of queens with fully developed ovaries (Kucharski et al. 2008). The potential role of differential DNA methylation in influencing alternate developmental outcomes of queens and workers has been confirmed by genome-wide mapping of methylated CpGs in both castes at 96 h of larval growth (Foret et al. 2012). Although the exact function of this common epigenomic modification in the honey bee remains poorly understood, several studies have shown that differential DNA methylation correlates with alternative splicing and modulation of gene expression in a context-dependent manner (Lyko et al. 2010; Foret et al. 2012; Kucharski et al. 2016; Wedd et al. 2016). More recently, using proteomic approaches, we demonstrated that honey bee histone proteins are extensively post-translationally modified and show caste-specific signatures (Dickman et al. 2013). Given the conservation of both histone sequences and epigenetic machinery in the honey bee, we hypothesize that histone post-translational modifications (PTM) are also pivotal in determining developmental trajectory in response to nutrition in this organism. Furthermore, a direct link between a component of royal jelly and potential caste-specific histone PTM changes has been provided by a biochemical study of a fatty acid, (*E*)-10-hydroxy-2-decenoic acid (10-HDA), which comprises up to 5% of royal jelly. 10-HDA has been shown to be a histone deacetylase inhibitor and can reactivate the expression of epigenetically silenced genes in mammalian cells (Spannhoff et al. 2011).

Because hundreds of genes have been implicated in queen–worker differentiation (Barchuk et al. 2007; Foret et al. 2012), we reasoned that their coordinated differential expression has to be regulated at the level of chromatin. Chromatin structure has not previously been studied in the honey bee; for the first time, we have determined the genome-wide distribution of three histone H3 modifications (H3K4me3, H3K27ac, and H3K36me3), in both queen and worker female castes, at a crucial development time point that has been shown to be critical for caste determination with both types of females essentially committed to a specific trajectory (Weaver 1966; Maleszka 2018). We sequenced chromatin immunoprecipitation (ChIP) and RNA samples from 96 h larval heads and identified thousands of genomic regions that show caste-specific chromatin states, many of which are linked to caste-specific gene transcription.

## Results

### Histone post-translational modifications in the honey bee associate with transcribed regions

We previously identified more than 20 different histone PTM states in queen and worker honey bee castes using mass spectrometry (Dickman et al. 2013; M Dickman and P Hurd, unpubl.). To study chromatin structure in honey bees, for the first time we determined the genome-wide distribution of three histone PTMs that are associated with transcription and active *cis*-elements in other organisms: H3K4me3, H3K27ac, and H3K36me3 (Pokholok et al. 2005; Guenther et al. 2007; Heintzman et al. 2007; Négre et al. 2011; Simola et al. 2013). We profiled replicate pools of worker (W) and queen (Q) larval heads at 96 h post-hatching by ChIP-seq (*n* = 50 per caste). Replicates show a very strong and significant correlation across all histone PTMs and castes (*ρ* > 0.96; *P*-value < 2.2 × 10^−16^) (Supplemental Fig. S1). We find enrichment of H3K4me3 and H3K27ac and depletion of H3K36me3 around the transcriptional start sites (TSS) of genes in both 96hW and 96hQ castes (Fig. 1A; Supplemental Fig. S2), similar to what was previously reported in other organisms including vertebrates, invertebrates, and plants (Pokholok et al. 2005; Guenther et al. 2007; Heintzman et al. 2007; Négre et al. 2011; Simola et al. 2013). H3K36me3 is mostly found downstream from TSSs (Fig. 1A), suggesting that it demarcates gene bodies. Overall, the majority of the 10,746 protein coding genes in the honey bee show high levels of enrichment (greater than threefold over input) for at least one of the three histone PTMs profiled (57.6% in 96hW and 61.3% in 96hQ). Because each of these histone PTMs are mostly localized close to or within genes, we next investigated their correlation with transcription. We profiled gene expression in 96hW and 96hQ larval heads (*n* = 4 per caste) by RNA-seq. 

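RNA from the heads of individual larvae, 4 queens (96hQ) and 4 workers (96hW) at 96 h, was sequenced as poly(A)-selected, strand-specific, paired-end libraries. Each library is 1 larval head, so the spread between replicates holds that between animals. It also holds that of dissection and library preparation, which cannot be told apart from it. The deposited values are the estimated counts and TPM that kallisto assigned to each of 28739 RefSeq transcripts, and they were not normalized between libraries. Estimated counts summed to between 22057972 and 23344818 per queen library and between 19139730 and 21848473 per worker library. Counts were normalized by TMM and compared between castes with edgeR's quasi-likelihood test for transcripts with at least 5 counts in at least 4 of the 8 libraries. A reference table paired 17723 transcripts (61.7%) with 9161 genes by accession, and these held between 78.1% and 81.0% of the counts of a library. Values per gene are sums over the paired transcripts. Positive log2 fold changes mark higher expression in 96hQ. The p-values rest on the spread between libraries of individual heads.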

In both 96hW and 96hQ castes, genes marked uniquely by H3K4me3 or H3K36me3 show a significant (*P*-value < 3.1 × 10^−4^) increase in expression compared to background, whereas genes marked uniquely by H3K27ac do not show any significant association with expression (Fig. 1B). Furthermore, in both castes, genes marked by two or more histone PTMs also show significant increases in expression compared to background (*P*-value < 0.047). Thus, in both worker and queen honey bee castes; H3K4me3, H3K36me3, and H3K27ac when occurring in combination, associate with actively transcribed regions and therefore have the potential to regulate caste-specific gene expression.

**Figure 1.**
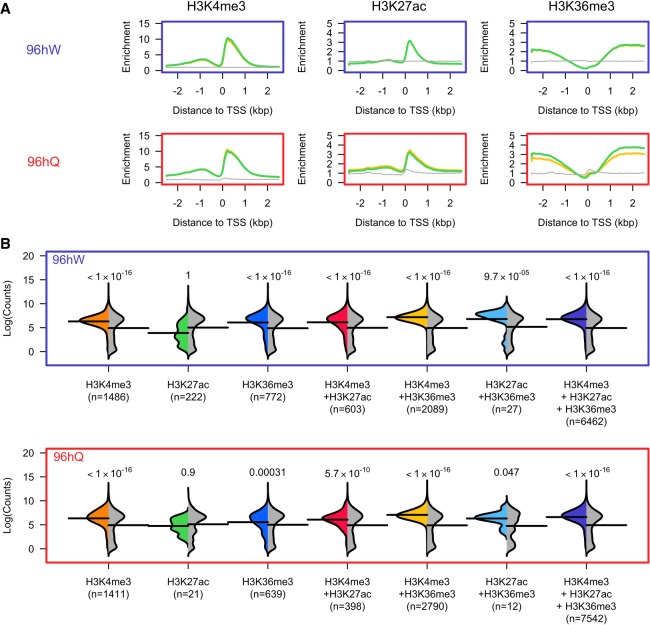
H3K4me3, H3K27ac, and H3K36me3 are associated with transcribed regions in honey bee castes. (*A*) Plots of the average ChIP-seq enrichment above input around the TSS (±2 kbp) of genes profiled across 96hW (*upper*) and 96hQ (*lower*). The green and yellow lines represent the two replicates performed for each ChIP-seq experiment, and the gray line represents the input. (*B*) The expression distribution (shown by a colored half-bean) of transcripts enriched by greater than threefold change above input for all possible combinations of H3K4me3, H3K27ac, and H3K36me3, compared to a random sampling of genes (gray half-bean). The mean of either distribution is shown by a solid black line; 96hW is shown in the *top* panel; 96hQ in the *bottom* panel; n is the number of transcripts.

### Caste-specific chromatin patterns correlate with differential gene expression

Having established that within each caste, H3K4me3, H3K27ac, and H3K36me3 are significantly enriched at transcribed regions, we next wanted to determine whether these three histone PTMs show caste-specific distributions. To investigate this, we called differences between 96hW and 96hQ castes for H3K4me3, H3K27ac, and H3K36me3 (Fig. 2A). For H3K4me3, we identify 1834 unique genomic regions that are significantly more enriched in 96hW and 3333 in 96hQ (adjusted *P*-value <0.01 and |Δ*Enrichment*| > 3). For H3K27ac, we identify 2027 unique genomic regions that are significantly more enriched in 96hW and 489 in 96hQ (adjusted *P*-value <0.01 and |Δ*Enrichment*| > 3). Finally, for H3K36me3 we identify 1196 unique regions that are significantly more enriched in 96hW and 3285 in 96hQ (adjusted *P*-value <0.01 and |Δ*Enrichment*| > 3). Gene Ontology (GO) analysis of those genes that show any significant caste-specific chromatin marks reveal a distinct developmental separation of castes at 96 h. In 96hQ, overrepresented GO terms significantly associate with physio-metabolic functions and processes, such as the structural constituents of ribosome (GO:0003735) and biological processes, including cellular amide metabolic processes (GO:0043603), cytoplasmic translation (GO:0002181), and peptide metabolic processes (GO:0006518), suggesting that at 96 h, the queen developmental trajectory is established (Fig. 2B; Supplemental Table S1). In contrast, 96hW GO terms associate with development and transcriptional programming, including the molecular functions of transcription factor activity and binding (GO:0003700) along with biological processes of anatomical structure morphogenesis (GO:0009653), system development (GO:0048731), and developmental processes (GO:0032502). Importantly, this suggests that relative to the 96hQ, the worker caste developmental trajectory is not yet established at 96 h (Fig. 2B; Supplemental Fig. S3; Supplemental Table S2). Because caste-specific DNA methylation patterns were previously reported (Lyko et al. 2010; Foret et al. 2012), we asked whether the observed caste-specific differences in histone PTM enrichment correlated with differentially DNA methylated positions (DMPs). We reanalyzed the 96 h larval DNA methylation data of Foret et al. (2012) using Fisher's exact test and detected a total of 24,663 DMPs (adjusted BH *P*-value <0.05) and then analyzed the enrichment of these DMPs with each of our differential histone PTMs. We find only a strong enrichment in H3K36me3 (permutation test; *P*-value <0.001; Fold Enrichment = 15). However, this is driven by an overlap in genome distribution rather than a strong functional association (Supplemental Figs. S4, S5). This suggests that DNA methylation and histone PTMs provide different signals in the process of caste determination.

**Figure 2.**
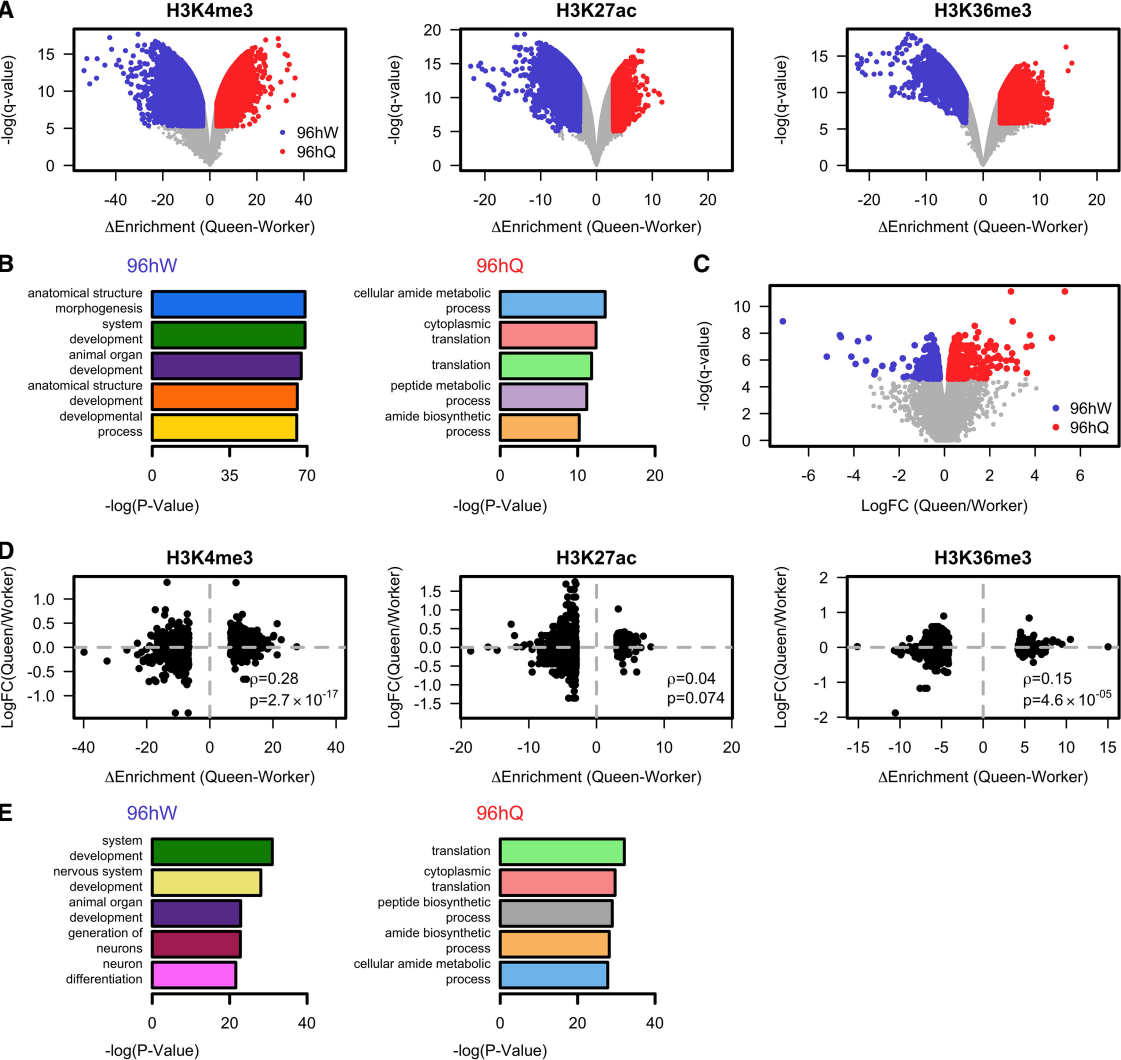
At 96 h, worker and queen larvae show caste-specific differences in the enrichment of H3K4me3, H3K27ac, and H3K36me3 that correlate with differential gene expression. (*A*) A volcano plot of the difference in enrichment between 96hW and 96hQ castes against the negative log *q*-value for H3K4me3, H3K27ac, and H3K36me3. Regions in gray fall below the genome-wide threshold of significance (*P* > 0.01). Regions in blue (96hW) and red (96hQ) are those that reach genome-wide significance (*P* ≤ 0.01) and have a greater than threefold difference in enrichment above input between castes. (*B*) The negative log *P*-value for the top five biological process GO terms for those genes which show increased enrichment for H3K4me3, H3K27ac, or H3K36me3 in 96hW compared to 96hQ (*left*) and for those which show an increased enrichment in 96hQ compared to 96hW (*right*). (*C*) A volcano plot of the log fold change (LogFC) in transcript expression by RNA-seq between 96hW and 96hQ castes against the negative log *q*-value. Transcripts in gray fall below the genome-wide threshold of significance (*P* > 0.01); transcripts in blue reach genome-wide significance (*P* ≤ 0.01) and are more expressed in 96hW; transcripts in red reach genome-wide significance (*P* ≤ 0.01) and are more expressed in 96hQ. (*D*) A scatter plot of the difference in significant ChIP-seq enrichment between 96hQ and 96hW (*x*-axis) against the LogFC of transcript expression between 96hQ and 96hW castes (*y*-axis). (*E*) The negative log *P*-value for the top five biological process GO terms for those transcripts that show both increased expression and increased enrichment in H3K4me3, H3K27ac, or H3K36me3 in 96hQ compared to 96hW (*left*) and for those that show both increased expression and increased enrichment in 96hQ compared to 96hW (*right*).

We next wanted to determine whether the observed caste-specific differences in histone PTM enrichment correlated with any differential gene expression between castes. Unsupervised multidimensional scaling analysis of our RNA-seq data reveal a strong separation of the two castes (Supplemental Fig. S6). 

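The 4 queen heads and the 4 worker heads took opposite sides of the first dimension of a multidimensional scaling of transcript levels. The queen libraries lay between -2.72 and -1.18 on that dimension and the worker libraries between 1.57 and 1.82. The dimension held 20.3% of the variance and the next one 15.2%. The 96hQ replicate 3 lay farthest from the worker libraries. Heads of different castes were 5.92 ± 0.18 apart (SD, n = 16 pairs, leading log2 fold change over 500 transcripts per pair). Queen heads were 5.63 ± 0.15 apart from each other (SD, n = 6 pairs) and worker heads 5.55 ± 0.14 (SD, n = 6 pairs). The ratio of the mean distance between castes to that within castes was 1.06, the largest of all 35 splits of the libraries into 4 and 4 (one-sided exact permutation test, p = 0.0286, the smallest p that 4 against 4 allow).

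**Figure D1:**
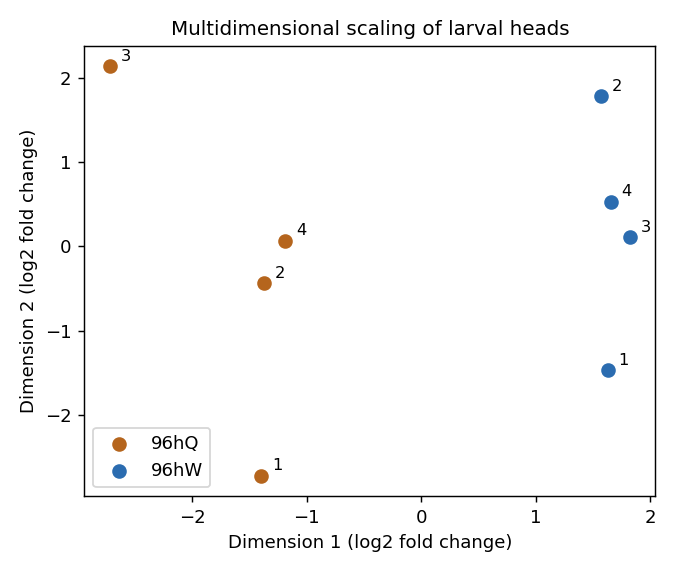
Multidimensional scaling of the 8 larval heads, with both axes in units of leading log2 fold change, 1 point per library and the replicate number beside it. The queen heads lie at or below -1.18 on dimension 1 and the worker heads at or above 1.57.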

We identify a total of 1060 significant differences (genome-wide adjusted *P*-value <0.01) in transcript levels between 96hW and 96hQ (Fig. 2C), with 386 transcripts showing an increase in expression in the 96hW and 674 showing an increase in the 96hQ (Supplemental Fig. S7; Supplemental Tables S3, S4). 

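More genes were higher in queen heads than in worker heads, and the largest differences were over 4 log2 units in both directions. Of 8151 genes tested, 425 were higher in 96hQ and 277 in 96hW at an adjusted p under 0.01 from edgeR. LOC100576458 had 1990 ± 455 normalized counts in 96hQ and 9.18 ± 3.16 in 96hW (SD, n = 4 heads each), a log2 fold change of 7.74 (SE 0.28, adjusted p = 2.25e-05 from edgeR). LOC552679 had 4292 ± 794 normalized counts in 96hQ and 231.8 ± 39.8 in 96hW, a log2 fold change of 4.21 (SE 0.18, adjusted p = 4.47e-05 from edgeR). CytC, the electron carrier cytochrome c, was higher in 96hQ by 1.29 on the log2 scale (SE 0.11). The chemosensory protein gene CSP3 was higher in 96hQ by 1.37 (SE 0.16). In the other direction, LOC409667 had a log2 fold change of -0.84 (SE 0.06, adjusted p = 0.000443 from edgeR). Dll, a homeobox transcription factor of appendage development, had 2521 ± 140 normalized counts in 96hQ and 3837 ± 300 in 96hW, a log2 fold change of -0.61 (SE 0.07). Among genes that passed, the largest fold toward 96hW was that of LOC406147, which passed in 3 of the 8 fits that leave out a library, with 784.6 ± 726.7 normalized counts in 96hQ and 134189 ± 78790 in 96hW. At the level of transcripts, 185 of the 20768 tested were higher in 96hQ and 69 in 96hW. The 254 transcripts that differed include 211 paired with a gene. In 31.9% of the genes tested the 4 heads of one caste all lay above the 4 of the other, where chance gives 2.86% on average. Genes are not independent replicates, so the contrast of these shares is not a test. Single libraries moved these counts: without 96hQ replicates 1, 2, 3 and 4 in turn, 58, 24, 147 and 2 transcripts and 471, 362, 774 and 243 genes passed, and without 96hW replicates 1, 2, 3 and 4, 64, 2, 2 and 2 transcripts and 403, 188, 142 and 180 genes. DESeq2 gave 2286 transcripts and 1900 genes, and on log2(TPM + 1), which moved the median of all genes by -0.15, 31.2% of the genes that passed were higher in 96hQ, compared with 60.5% on counts.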

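The median of the cuticle protein genes lay toward queen heads, and the medians of neuron genes and of fat body storage genes lay toward worker heads, with most genes of each group not passing. Of 20 cuticle protein genes, 5 were higher in 96hQ and none was lower (8 higher when adjusted over the list alone), with a median log2 fold change of 1.37 (camera, adjusted p = 8.23e-05; adjusted p = 0.294 with an estimated correlation). The count was 5, 3, 6 and 2 without 96hQ replicates 1, 2, 3 and 4 in turn, and 3, 1, 2 and 1 without those of 96hW. CPR12 had a log2 fold change of 2.10 (SE 0.25, adjusted p = 0.0018 from edgeR). Among the queen heads, 15 of 19 cuticle genes were highest in 96hQ replicate 3, CPR3 by 37.8-fold over the geometric mean of the others. Of 30 genes of neuron receptors, channels and synapses, 5 were higher in 96hW and none in 96hQ (7 higher when adjusted over the list alone), with a median of -0.52 (camera, adjusted p = 1.72e-06; adjusted p = 0.16 with an estimated correlation), a count that was 3, 3, 7 and 2 without 96hQ replicates 1, 2, 3 and 4 in turn, and 4, 2, 1 and 2 without those of 96hW. They include GluCl, a glutamate-gated chloride channel (log2 fold change -0.71, SE 0.09). None of 11 genes of amine receptors and amine synthesis passed over all genes with edgeR (7 at an unadjusted p under 0.05), 4 were higher in 96hW when adjusted over the list alone, and the median was -0.75 (camera, adjusted p = 0.000259; adjusted p = 0.116 with an estimated correlation). Of 5 fat body storage and transport genes, 2 were higher in 96hW and none in 96hQ (3 higher when adjusted over the list alone), with a median of -2.93 (camera, adjusted p = 0.00405; adjusted p = 0.318 with an estimated correlation, and adjusted p = 0.0627 on log2(TPM + 1)). Hex70a, a hexamerin storage protein, had 6977 ± 1836 normalized counts in 96hQ and 79615 ± 47516 in 96hW, and vitellogenin (Vg) had 5.92 ± 0.97 and 96.3 ± 77.3. The count of 2 became 4 without 96hW replicate 1 and 0 without each of the other libraries. Hex70a and Vg passed in only 1 of these 8 fits, the one without 96hW replicate 1. In that head the 5 genes were between 8.82-fold and 9.9-fold lower than in the other workers. It lay below every queen head for HEX70b and Hex70c, within their range for Hex110 and above them for Hex70a and Vg. Among 9 nuclear genes of oxidative phosphorylation listed by symbol, CytC alone was higher in 96hQ (3 when adjusted over the list alone). Leaving out 1 library gave 1 to 2 such genes. The list median was 0.24 (camera, adjusted p = 0.00367, and adjusted p = 0.197 with an estimated correlation). On log2(TPM + 1), where the median of all genes was -0.15, that median was 0.05. Of 11 antioxidant enzymes, 3 were higher in 96hQ (4 when adjusted over the list alone; 1 without 96hQ replicate 4 and without each 96hW replicate), with a median of 0.13 (camera, adjusted p = 0.0351; adjusted p = 0.353 with an estimated correlation, and adjusted p = 0.291 without 96hW replicate 1), a median that turned to -0.05 on log2(TPM + 1). The lists of neuron, amine, oxidative phosphorylation and antioxidant genes were formed from gene symbols. This was after the files were seen and before any comparison between castes. Only 622 of the 9161 paired genes have a symbol other than LOC, so lists by symbol may hold only part of a class.

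**Figure D2:**
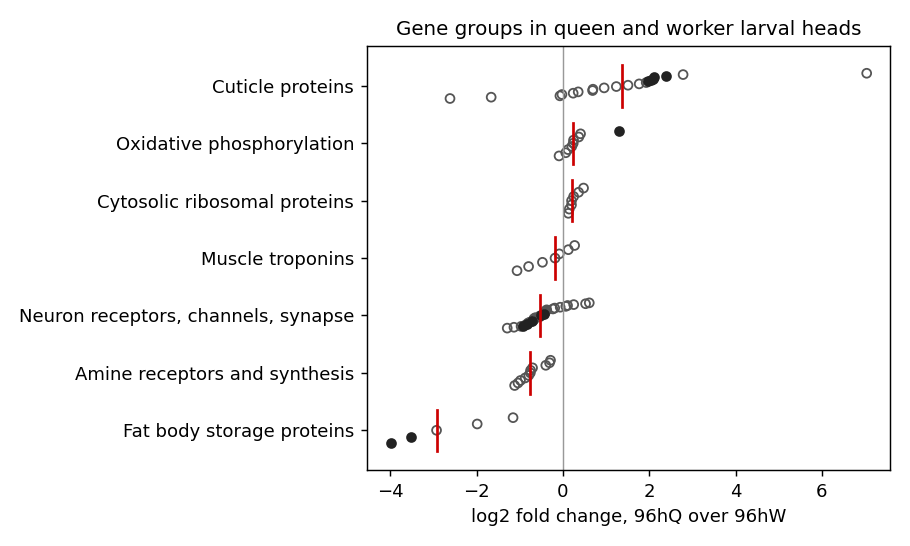
Log2 fold change (96hQ over 96hW) of each member of 7 gene groups, with filled points for genes at an adjusted p under 0.01, open points for the others and a red line at the median. The median of the fat body storage group lies at -2.93 and that of the cuticle proteins at 1.37.

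**Figure D3:**
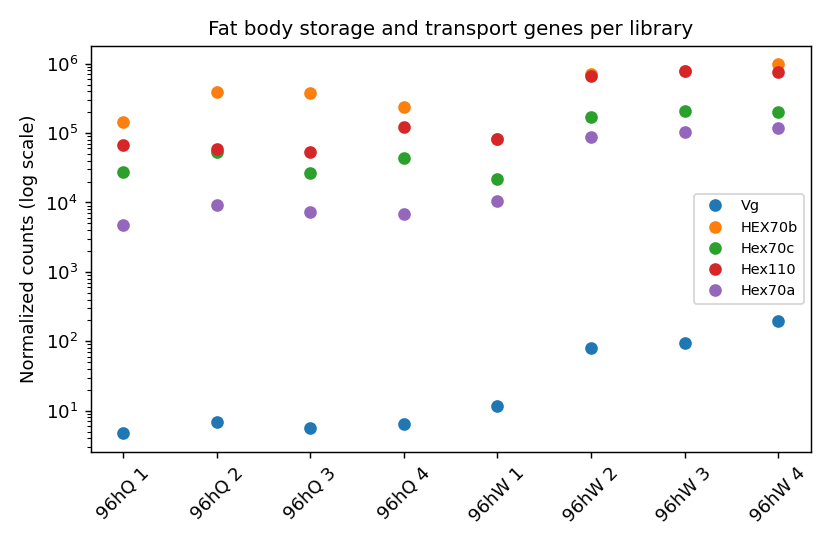
Normalized counts, on a log scale, of 5 fat body storage and transport genes in each of the 8 heads. The 96hW replicate 1 lies below the other worker heads for all 5 genes. It also lies below every queen head for HEX70b and Hex70c, within their range for Hex110 and above them for Vg and Hex70a.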

To confirm that we were robustly measuring differences between castes, we compared these differentially expressed transcripts to previously published RNA-seq data taken from whole 96hW and 96hQ larvae (Supplemental Fig. S8; Ashby et al. 2016). We find a strong correlation (*ρ* = 0.51; *P*-value <5.3 × 10^−72^) between the transcriptional differences detected in our experiment and that of Ashby et al. (2016). We find that genes differentially enriched with H3K4me3 (*ρ* = 0.28; *P*-value = 2.7 × 10^−17^) and H3K36me3 (*ρ* = 0.15; *P*-value = 4.6 × 10^−5^) show significant correlation with transcriptional differences, suggesting that caste-specific H3K4me3 and H3K36me3 patterns associate with caste-specific transcriptional profiles (Fig. 2D). In contrast, genes differentially enriched with H3K27ac show a nonsignificant correlation with caste-specific transcriptional differences (*ρ* = 0.04; *P*-value = 0.074). To investigate the function of genes that show consistent caste-specific changes in both gene expression and histone PTM enrichment, we performed Gene Ontology analysis. We observe that these genes reveal a distinct developmental separation of castes at 96 h. In 96hQ, we again find significant GO terms for biological processes and functions that associate with physio-metabolic processes such as translation (GO:0006412 and GO:0002181) and peptide biosynthetic processes (GO:0043043) (Fig. 2E; Supplemental Table S5). In contrast, GO terms for system development (GO:0048731), nervous system development (GO:0007399), generation of neurons (GO:0048699), and neuron differentiation (GO:0030182) are enriched in 96hW (Fig. 2E; Supplemental Fig. S9; Supplemental Table S6). 

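The genes that Supplemental Table S5 lists for translation lay toward queen heads, and most of them did not pass. All 31 measured genes of the translation term in Supplemental Table S5 had a positive log2 fold change, with a median of 0.26. Of these, 7 were higher in 96hQ and none was lower at an adjusted p under 0.01 from edgeR (14 higher when adjusted over the list alone; camera, adjusted p = 2.18e-09; adjusted p = 0.124 with an estimated correlation). For cytoplasmic translation, 2 of 18 genes were higher in 96hQ and none was lower (5 when adjusted over the list alone; 0 without 96hW replicate 3 and 1 without 96hW replicates 2 and 4), with a median of 0.22 (camera, adjusted p = 5.4e-05; adjusted p = 0.318 with an estimated correlation). Over all 65 measured genes of the table, 14 were higher in 96hQ and none was lower (34 when adjusted over the list alone), with a median of 0.30 (camera, adjusted p = 1.98e-16), a count that was 12, 9, 15 and 9 without 96hQ replicates 1, 2, 3 and 4 in turn, and 10, 6, 3 and 6 without those of 96hW. The count for translation was 6, 5, 6 and 5 without 96hQ replicates 1, 2, 3 and 4 in turn, and 4, 3, 1 and 4 without those of 96hW. The study chose these genes on the same libraries, so their direction is not independent evidence. Cytosolic ribosomal protein genes, listed by symbol, had a median of 0.20 with none of 7 passing in edgeR and 5 at an unadjusted p under 0.05 (camera, adjusted p = 0.016; adjusted p = 0.399 with an estimated correlation, and adjusted p = 0.0683 with a median of 0.02 on log2(TPM + 1)). Among them, Rpl41 had a log2 fold change of 0.36 (SE 0.09, adjusted p = 0.0201 from edgeR) and RpL32 one of 0.20 (SE 0.07, adjusted p = 0.0703 from edgeR). Shorter transcripts had higher log2 fold changes across genes (Spearman rho -0.24, genes not being independent replicates). With that trend removed, lists were tested with cameraPR, the form of camera that takes 1 statistic per gene. The median was 0.13 for translation, which still passed (cameraPR, adjusted p = 6.37e-05, and 1.18e-10 before the removal). Cytoplasmic translation (0.09, cameraPR, adjusted p = 0.106) and cytosolic ribosomal proteins (0.05, cameraPR, adjusted p = 0.452) no longer passed. On log2(TPM + 1), where the median of all genes was -0.15, the median was 0.09 for translation and 0.05 for cytoplasmic translation, and 0 genes of either passed 0.01 with limma.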

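The genes listed for system and nervous system development lay toward worker heads. Of 65 measured genes of the system development term in Supplemental Table S6, 64 had a negative log2 fold change, with a median of -0.37. At an adjusted p under 0.01 from edgeR, 17 were higher in 96hW and none in 96hQ (37 higher when adjusted over the list alone; camera, adjusted p = 9.93e-18; adjusted p = 0.0245 with an estimated correlation). Of 51 genes of nervous system development, 12 were higher in 96hW and none in 96hQ (27 when adjusted over the list alone; 2 without 96hW replicates 3 and 4), with a median of -0.38 (camera, adjusted p = 7.82e-15; adjusted p = 0.0276 with an estimated correlation). Over all 83 measured genes of the table, 22 were higher in 96hW and none in 96hQ (53 when adjusted over the list alone; camera, adjusted p = 8.01e-21), a count that was 15, 12, 25 and 4 without 96hQ replicates 1, 2, 3 and 4 in turn, and 11, 5, 3 and 3 without those of 96hW. The count for system development was 10, 10, 19 and 3 without 96hQ replicates 1, 2, 3 and 4 in turn, and 9, 4, 2 and 2 without those of 96hW. The study chose these genes on the same libraries, so their direction is not independent evidence. With the trend on transcript length removed, the medians were -0.21 for system development and -0.22 for nervous system development and for all genes of the table. From the terms found in each caste, the paper proposes that queen development is already set at 96 h while the program specific to workers is yet to be established.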

In agreement with our earlier analyses, this again suggests that at 96 h and relative to worker, queen development is set, whereas the worker-specific developmental program (which will determine a distinct phenotype) is yet to be established. Representative examples of two genes that show some of the most significant caste-specific changes in both gene expression and histone PTM enrichment are shown in Figure 3. Pyruvate kinase (*PYK*; LOC552007) is shown as an example of a physio-metabolic 96hQ-specific gene, where H3K27ac and H3K4me3 enrichment differences associate with the TSS and H3K36me3 over the gene body (Fig. 3A; Supplemental Fig. S10). Similarly, the 96hW-specific gene Ten-eleven translocation (*TET*; LOC412878), also shows TSS and gene body differences in H3K4me3, H3K27ac, and H3K36me3. However, *TET* also has significant 96hW-specific differences in H3K27ac in the intronic region between two alternative TSSs (Fig. 3B). 

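Pyruvate kinase, the last enzyme of glycolysis, had 12999 ± 916 normalized counts in 96hQ and 11587 ± 548 in 96hW (SD, n = 4 heads each). All 4 queen heads lay above all 4 worker heads. The log2 fold change of LOC552007 was 0.17 (SE 0.07, natural log 0.11), which did not pass (adjusted p = 0.117 from edgeR). Its most abundant transcript, XM_006565937, had 8673 ± 581 normalized counts in 96hQ and 7359 ± 756 in 96hW, a log2 fold change of 0.24 (SE 0.09, adjusted p = 0.161 from edgeR). XM_006565936 had a log2 fold change of 0.15 (SE 0.17), which turned to -0.07 on log2(TPM + 1). On that scale the log2 fold change of LOC552007 was 0.0086 and that of XM_006565937 was 0.04. The median there was -0.15 over all genes and -0.18 over all transcripts, so these values are relative to that shift.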

Notably, the longer transcript containing caste-specific intronic H3K27ac (XM_006561197) shows not only the highest level of expression but also the most significant caste-specific difference in expression (LogFC = 0.38; *P*-value = 0.0075). 

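The longer TET transcript, XM_006561197, was the more abundant one in both castes and was higher in worker heads. It had 7165 ± 584 normalized counts in 96hQ and 10388 ± 882 in 96hW (SD, n = 4 heads each), and every worker head lay above every queen head. The natural log fold change of worker over queen was 0.37 (SE 0.06), or -0.54 as log2 of queen over worker. Its adjusted p was 0.0148 and its unadjusted p 0.000316, both from edgeR. The paper does not state whether its P-value for this transcript is adjusted. The shorter transcript, XM_016915488, had 720.1 ± 391.7 normalized counts in 96hQ and 575.5 ± 228.5 in 96hW, a log2 fold change of 0.32 (SE 0.45, adjusted p = 0.738 from edgeR) that turned to -0.12 without 96hQ replicate 3. Summed per gene, TET (LOC412878) had a log2 fold change of -0.52 (SE 0.11, adjusted p = 0.0121 from edgeR). The gene passes 0.01 with upper-quartile factors (adjusted p = 0.00729 from edgeR), with DESeq2 (adjusted p = 9.21e-05), with limma on log2(TPM + 1) (adjusted p = 0.00847) and without 96hQ replicate 3 (adjusted p = 0.0045 from edgeR), and the longer transcript passes with DESeq2 (adjusted p = 1.9e-07). On log2(TPM + 1) the median of all genes was -0.15, toward worker heads, the same direction as TET. The paper reasons from the level and the difference of the longer transcript, which holds the intronic H3K27ac.

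**Figure D4:**
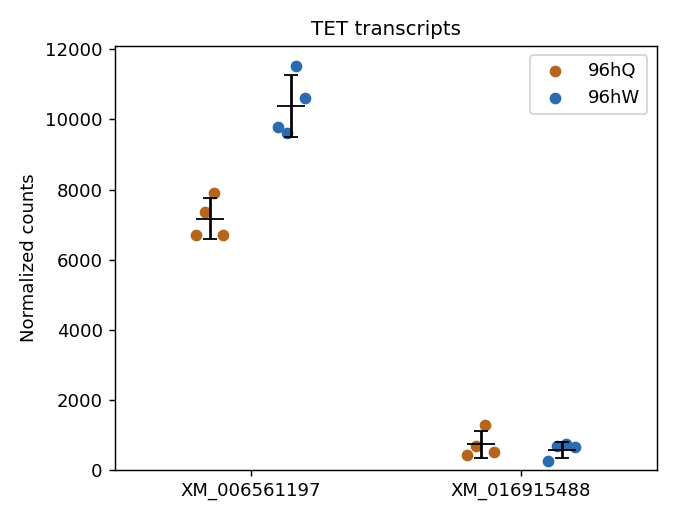
Normalized counts of the TET transcripts XM_006561197 and XM_016915488 in each head, with the mean and SD of 4 heads per caste. For XM_006561197 the worker mean is 10388 and the queen mean 7165.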

Taken together, these data indicate that aged-matched worker and queen honey bee castes exhibit distinct patterns of histone PTMs. Furthermore, patterns of H3K4me3 and H3K36me3 correlate with caste-specific gene expression and reveal that at this crucial time point and relative to the queen, the worker-specific developmental pathway is not yet established.

**Figure 3.**
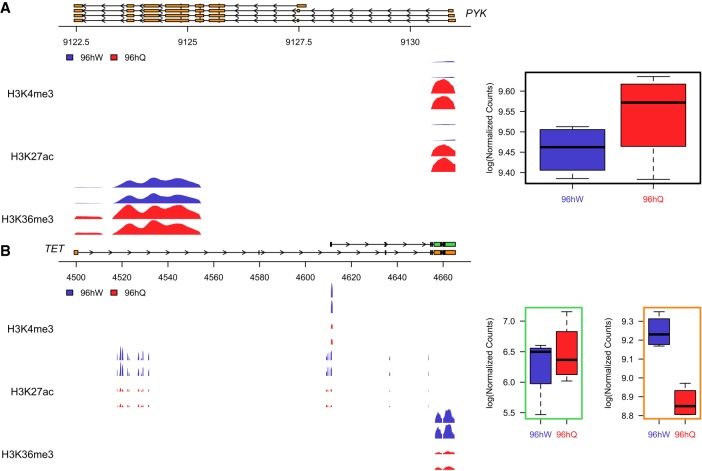
Profiles of two genes that show a significant difference in both ChIP-seq enrichment and transcript expression between castes. (*A*) Pyruvate kinase (*PYK*; LOC552007). Regions are shown which reach genome-wide significance (*P* ≤ 0.01) and have a greater than threefold difference in enrichment over input between 96hW (blue) and 96hQ (red). The expression profile is shown in the *right* panel. (*B*) Ten-eleven translocation (*TET*; LOC412878). Regions are shown which reach genome-wide significance (*P* ≤ 0.01) and have a greater than threefold difference in enrichment over input between 96hW (blue) and 96hQ (red) for both *TET* transcripts, XM_016915488 (*upper* transcript) and XM_006561197 (*lower* transcript). The expression profile is also shown for transcripts XM_016915488 (*left*) and XM_006561197 (*right*).

### Intronic H3K27ac regions most readily define the worker caste and are enriched for transcription factor binding sites

Previously, we observed a strong correlation between caste-specific H3K4me3 and H3K36me3 patterns and transcriptional profiles but not for H3K27ac. However, at the *TET* locus, an alternative longer transcript containing 96hW-specific intronic H3K27ac did correlate strongly with caste-specific transcription, whereas a shorter transcript with caste-specific H3K27ac around the TSS did not. This led us to examine more closely the distribution of H3K27ac caste differences, and to this end, we plotted unique ChIP-seq regions relative to TSSs. In both castes, the majority of unique H3K4me3 regions are similarly located around the TSS. For H3K36me3, the majority of unique regions are in gene bodies, with the distribution in 96hW more downstream than 96hQ. In contrast, differences in H3K27ac have a much more pronounced caste-specific distribution (Fig. 4A). An increase in enrichment of H3K27ac in 96hQ is almost exclusively located within 0–1 kbp of TSSs, whereas in 96hW, enrichment is mostly located outside these regions (Fig. 4A). Furthermore, in comparison to H3K4me3 and H3K36me3, there is significantly more caste-specific intergenic H3K27ac (16% in 96hW and 15% in 96hQ) (Fig. 4B). In order to further define the caste-specific distribution of intragenic H3K27ac, we mapped differences to either exons or introns. We observe a difference in the location of 96hW and 96hQ-specific intragenic H3K27ac, with 83% of all 96hQ-specific enrichments occurring within exons; conversely, >53% of 96hW-specific differences occur within introns (Fig. 4B). We then asked whether there was any correlation between these distinct caste-specific intronic H3K27ac regions and expression of the associated gene. In agreement with our previous observations at the *TET* locus, genes that are significantly more expressed in 96hW show highly significant enrichment for 96hW intronic H3K27ac (1.75-fold enrichment; *P*-value <0.001), whereas those genes significantly more expressed in 96hQ are actually depleted for 96hQ intronic H3K27ac (2.06-fold depletion; *P*-value <0.001) (Fig. 4C). However, in both castes, intronic H3K27ac is associated with gene expression (Supplemental Fig. S11). It is also likely that H3K27ac acts at distal regulatory elements; therefore, we determined the average expression of genes at various distances from H3K27ac enriched regions, revealing a specific peak of gene expression at a distance of 130–140 kbp (Supplemental Figs. S12, S13). In order to try and gain a better understanding of the functional significance of caste-specific intronic H3K27ac, we performed motif enrichment analysis on these regions using CentriMo from the MEME suite software package (Bailey and MacHanick 2012). Using transcription factor motifs annotated in *Drosophila melanogaster*, we identify highly significant enrichment for Trithorax-like (Trl; *P*-value <1.3 × 10^−2^) and Mothers against dpp (Mad; *P*-value <3.2 × 10^−2^), which accounts for 70% of all 96hW-specific regions of intronic H3K27ac (Fig. 4D). In contrast, 66% of all 96hQ-specific intronic H3K27ac regions are enriched in motifs for Brinker (brk; *P*-value <2.3 × 10^−5^), Hairy (h; *P*-value <1.3 × 10^−4^), and Mothers against dpp (Mad; *P*-value <5.9 × 10^−4^) (Fig. 4D). Analysis of Trl and Mad binding sites in relation to peaks of intronic 96hW-specific H3K27ac reveals highly significant motif enrichment flanking peaks of H3K27ac, most likely a reflection of nucleosome displacement associated with transcription factor binding (Fig. 4E). Conversely, binding sites for brk, h, and Mad are centered on peaks of 96hQ-specific H3K27ac (Fig. 4E). Given the enrichment for Trl and Mad transcription factor binding sites, the presence of the enhancer-associated histone modification H3K27ac, the intronic genomic locations, and increased gene expression, these results suggest that 96hW-specific H3K27ac enriched regions are marking active enhancers and play an important role in worker and queen honey bee caste determination.

**Figure 4.**
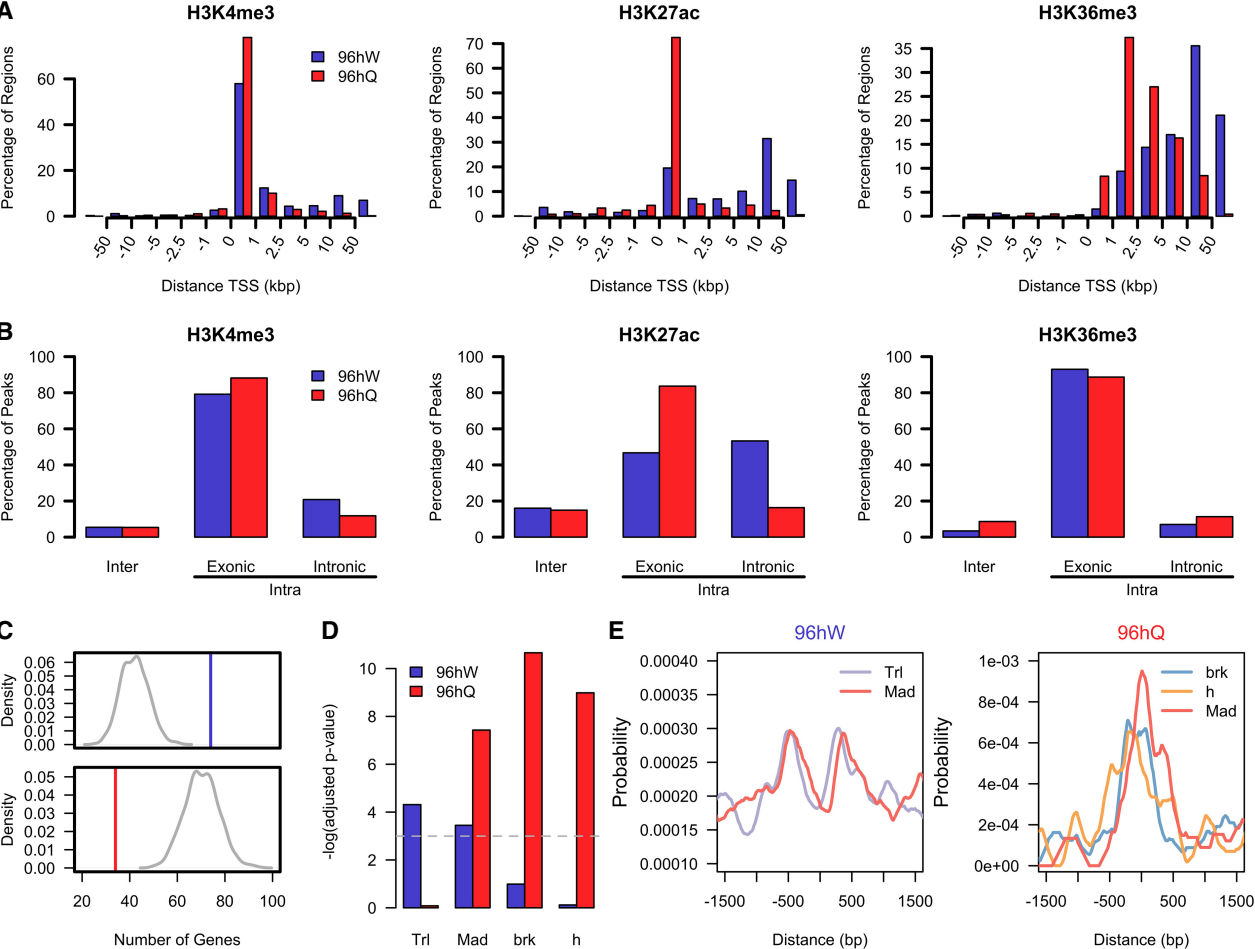
Intronic H3K27ac regions define the worker caste and are enriched for transcription factor binding sites. (*A*) A bar plot showing the percentage of unique H3K4me3, H3K27ac, and H3K36me3 ChIP-seq regions and their location relative to the nearest TSS in 96hW (blue) and 96hQ (red). (*B*) A bar plot showing the percentage of unique H3K4me3, H3K27ac, and H3K36me3 ChIP-seq regions within intergenic or intragenic locations. Intragenic distributions are further defined as either exonic or intronic. The blue bar represents regions with higher enrichment in 96hW, and the red bar are those regions with higher enrichment in 96hQ. (*C*) In the *top* panel, the vertical blue line shows the number of differentially expressed genes that contain at least one peak of intronic H3K27ac and are more expressed in 96hW compared to 96hQ. A background distribution (shown in gray) was calculated by randomly selecting an identical number of genes and calculating how many of these contain at least one peak of intronic H3K27ac. This was repeated 1000 times. In the *bottom* panel, the vertical red line shows the number of differentially expressed genes that contain at least one peak of intronic H3K27ac and are more expressed in 96hQ compared to 96hW. A background distribution (shown in gray) was calculated as previously and repeated 1000 times. (*D*) A bar plot of the adjusted *P*-value for enrichment of transcription factor binding motifs located within caste-specific intronic H3K27ac regions. (*E*) A motif probability graph showing the probability of transcription factor binding motifs in relation to caste-specific intronic H3K27ac (centered at 0 bp).

## Discussion

We used ChIP-seq to provide the first description of genome-wide caste-specific chromatin patterns in the honey bee and, furthermore, the first between Hymenoptera castes that show a reproductive division of labor. Combined with RNA-seq analysis and at a crucial developmental stage when developmental trajectory has been shown to be irreversible (Weaver 1966; Maleszka 2018), we identify numerous queen and worker-specific chromatin differences many of which correlate with caste-specific transcription. Importantly, regions of the genome that show the most robust caste-specific differences are suggestive of previously unidentified enhancer regions that are important in specifying the worker caste development from that of the queen.

We hypothesized that for the honey bee genome to specify two different female castes, different chromatin patterns and transcriptional programs have to be established during development. Previous work mainly focused on the role of caste-specific DNA methylation patterns in adult honey bees (Lyko et al. 2010; Welsh et al. 2017), in which differentially methylated regions are mainly localized to exons and are thought to mediate alternative splicing (Foret et al. 2012; Kucharski et al. 2016). More recently, proteomic analysis of histone modifications (Dickman et al. 2013) and miRNAs (Ashby et al. 2016) also suggested potential roles in caste determination. Because chromatin structure was not previously studied in the honey bee, we first established that within each caste H3K4me3, H3K27ac, and H3K36me3 were associated with transcribed regions in a manner consistent in other organisms. Importantly, this also suggested that these highly conserved histone modifications could have the potential to regulate the widely reported caste-specific transcription of the honey bee genome (Evans et al. 1999; Evans and Wheeler 2001; Barchuk et al. 2007; Chen et al. 2012; Foret et al. 2012; Cameron et al. 2013; Ashby et al. 2016). We find that in both worker and queen castes, H3K4me3 and H3K36me3 strongly correlate with transcription, whereas H3K27ac alone does not. Importantly, worker and queen castes have contrasting chromatin patterns for all three histone PTMs at 96 h post-hatching, and these genomic regions are strongly suggestive of fundamentally different caste developmental states. In queen, enrichment for genes involved in body growth suggests that developmental trajectory is established, whereas in worker, there is a strong enrichment for processes concerned with continued development and specialization. This is further supported by transcriptome analysis, which also shows strong developmental separation of worker and queen caste at 96 h in agreement with other studies (Barchuk et al. 2007; Ashby et al. 2016). Moreover, we find that for H3K4me3 and H3K36me3, caste-specific chromatin signatures correlate with caste-specific transcription suggesting that histone PTMs play a role in determining alternate developmental trajectories. Furthermore, analysis of these regions again highlights contrasting caste-specific developmental stages at 96 h. Biological processes associated with body growth in the queen is in sharp contrast to worker development, where neurogenesis is strongly evident. This is consistent with previous observations that queen and worker development is distinct for neurogenesis (Ashby et al. 2016), possibly because workers show remarkable behavioral complexity in adult life and would therefore be expected to require a more complex nervous system.

In contrast to H3K4me3 and H3K36me3, we show that caste-specific H3K27ac does not correlate with caste-specific transcriptional differences. Although the distribution of caste-specific differences for H3K4me3 and H3K36me3 occurs mainly over similar genomic locations, H3K27ac shows a much more pronounced caste bias. Queen-specific H3K27ac is localized mainly within exons and close to transcriptional start sites; conversely, worker-specific H3K27ac is more pervasive and most frequently located within introns. Furthermore, genes with caste-specific regions of intronic H3K27ac correlate with higher levels of caste-specific expression suggesting that these regions may play important *cis*-regulatory roles. Enhancers are *cis*-acting elements that are frequently found in noncoding regions of genomes and are characterized by nucleosome-free regions enriched in transcription factor binding sites (Calo and Wysocka 2013; Li et al. 2016). Activation of enhancers most commonly requires the repositioning of nucleosomes through the activity of ATP-dependent chromatin remodelers followed by transcription factor binding and recruitment of coactivators, which modify adjacent nucleosomes most often at H3K27ac (Creyghton et al. 2010; Rada-Iglesias et al. 2011). The transcriptional coactivator CREB binding protein (CBP) is the main histone acetyltransferase that catalyzes H3K27ac (Tie et al. 2009; Jin et al. 2011), and honey bees have a single gene for the CBP enzyme (LOC726332) that is differentially DNA methylated in *A. mellifera* larvae (Foret et al. 2012). H3K27ac, transcription factor binding motifs, and CBP occupancy have been widely used to successfully map enhancers in numerous cell types, tissues, and organisms (Visel et al. 2009; Négre et al. 2011; Rada-Iglesias et al. 2011; Simola et al. 2013; Koenecke et al. 2016).

Therefore, in the absence of any previous enhancer annotation in the honey bee genome, we analyzed regions of caste-specific intronic H3K27ac for conserved transcription factor binding motifs. Trl (LOC552090; GAGA factor in mammals) and Mad (LOC409301; SMAD1 in mammals) motifs accounted for 70% of all worker-specific intronic H3K27ac. Trl/GAGA factor is a multifunctional transcriptional regulator and the gene is differentially DNA methylated in *A. mellifera* larvae (Foret et al. 2012). Trl/GAGA factor activates transcription by promoting chromatin remodeling at enhancers, primarily by recruiting the nucleosome remodeling factor (NURF) (Okada and Hirose 1998; Kwon et al. 2016) before associating with, or allowing, other proteins to modulate transcription including CBP (Philip et al. 2015; Boija et al. 2017). NURF can also directly interact with Ecdysone receptor (EcR; LOC406084) in order to potentially target different enhancer regions (Badenhorst et al. 2005). 

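The ecdysone receptor gene Ecr (LOC406084) had 8498 ± 1236 normalized counts in queen heads and 11390 ± 1112 in worker heads (SD, n = 4 each). Every worker head lay above every queen head. The natural log fold change of worker over queen was 0.29 (SE 0.08), or -0.42 as log2 of queen over worker (adjusted p = 0.0331 from edgeR, and adjusted p = 0.00456 from DESeq2). XM_016913298 held most of the counts, with 7004 ± 1055 in 96hQ and 9435 ± 799 in 96hW (adjusted p = 0.0692 from edgeR, and adjusted p = 0.00683 from DESeq2). None of 6 ecdysone genes passed in edgeR (3 at an unadjusted p under 0.05), and their median log2 fold change was -0.14 (camera, adjusted p = 0.207, and adjusted p = 0.00791 with a median of -0.42 without 96hQ replicate 3; median -0.06 without 96hQ replicate 2 and -0.07 without 96hQ replicate 4).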

In our present study, EcR shows highly significant worker-specific chromatin and expression patterns (LogFC relative to queen = 0.24), suggesting that NURF-mediated transcriptional activation of enhancers could also be directed via this crucial developmental steroid hormone signaling pathway in honey bees. Mad/SMAD1 is also an enhancer-associated transcription factor that mediates the bone morphogenetic protein (BMP) signaling cascade, acting downstream from decapentaplegic (dpp) (Deignan et al. 2016). Mad/SMAD1 was demonstrated to interact directly with CBP (Pearson et al. 1999), colocalize with regions of H3K27ac at enhancers (Koenecke et al. 2016), and affect gene expression in a CBP-dependent manner (Waltzer and Bienz 1999). 

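Mad (LOC409301), which carries the BMP signal to the nucleus, had 1189.9 ± 52.2 normalized counts in queen heads and 1489.5 ± 124.1 in worker heads (SD, n = 4 each), with every worker head above every queen head. Its natural log fold change of worker over queen was 0.22 (SE 0.05, adjusted p = 0.0142 from edgeR, adjusted p = 0.000559 from DESeq2 and adjusted p = 0.0071 from edgeR without 96hW replicate 1). BMP receptor 1B (LOC408442) had a natural log fold change of 0.15 (SE 0.08, adjusted p = 0.172 from edgeR), which was 0.09 without 96hW replicate 1 and 0.25 on log2(TPM + 1). Its transcript XM_006565622 had 243.8 ± 30.6 normalized counts in 96hQ and 372.5 ± 37.1 in 96hW (adjusted p = 0.036 from edgeR, and adjusted p = 0.000473 from DESeq2), while XM_391989 ran the other way, with a log2 fold change of 0.25 (SE 0.20; 0.11 without 96hW replicate 2, 0.16 without 96hQ replicate 2 and 0.06 on log2(TPM + 1)). On log2(TPM + 1) the median log2 fold change was -0.15 over all genes and -0.18 over all transcripts, so values there are relative to that shift. The reference table paired no transcript with Magu, so it has no value here.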

In our study, Magu (LOC411502; LogFC 0.12), BMP receptor 1B (LOC408442; LogFC 0.12), and Mad/SMAD1 (LogFC 0.19) show a significant worker caste bias in gene expression compared to queen and are all differentially DNA methylated genes in larvae (Foret et al. 2012), suggesting that BMP signaling via Mad-mediated enhancer activation may also play an important role in worker caste determination.

In contrast to worker, motifs for the transcriptional repressors brk and Hairy (LOC410468; HES1 in mammals) show the most significant enrichment in queen and accounted for 66% of 96hQ-specific H3K27ac regions. brk and Hairy were demonstrated to bind enhancers and mediate transcriptional repression (Campbell and Tomlinson 1999; Jaźwińska et al. 1999). Although Hairy can directly recruit the Sirt1 histone deacetylases to repress transcription (Rosenberg and Parkhurst 2002; Takata and Ishikawa 2003), both Hairy and brk associate with the corepressors Groucho (Gro; TLE in mammals) and C-terminal binding protein (CtBP) (Paroush et al. 1994; Poortinga et al. 1998; Hasson et al. 2001; Morel et al. 2001; Zhang et al. 2001; Barolo et al. 2002; Nagel et al. 2005). Groucho functions downstream from key signaling pathways such as Wg/Wnt and Dpp/TGF-beta and mediates deacetylation of histones through recruitment of HDAC1. In *A. mellifera* it is also a differentially DNA methylated gene (Foret et al. 2012). CtBP is an NAD(H)-regulated transcription factor that functions through the recruitment of a variety of histone modification enzymes or via the inhibition of CBP in order to repression transcription (for review, see Chinnadurai 2007), although there is evidence that CtBP can also activate transcription in certain contexts (Phippen et al. 2000; Fang et al. 2006). Significantly and in contrast to worker, in 96hQ-specific H3K27ac regions, transcription factor motifs are centered on peaks of H3K27ac, indicating the presence of a nucleosome and therefore potentially preventing accessibility and subsequent repressor function. This was equally true for Mad/SMAD1 motifs, which were also enriched in 27% of 96hQ-specific H3K27ac regions. In *Drosophila*, Mad and brk mediate opposing transcriptional effects in the BMP signaling pathway, in part by competing for binding to overlapping sites at certain enhancers during different development stages (Kirkpatrick et al. 2001). Previous studies demonstrated enrichment of Brinker sites at regions of H3K27ac in dorsal ectoderm enhancers during development and that they are occupied by Mad (Koenecke et al. 2016), therefore Mad may function in a similar way at queen intronic H3K27ac regions.

Taken together, we speculate that 96hW-specific intronic H3K27ac regions bear all the hallmarks of active enhancers. Furthermore, the majority of worker genes that are enriched for intronic H3K27ac are also transcription factors, suggesting further downstream gene expression cascades during worker caste development. 96hQ-specific regions could also be caste-specific enhancers but require further characterization. Therefore, we conclude that it is highly likely that H3K27ac and CBP play an important role at this key developmental stage in honey bee caste development through differential enhancer activation. This is further supported by elegant studies in the carpenter ant, *Camponotus floridanus*, where CBP-catalyzed H3K27ac was shown to be essential in establishing different worker castes and behaviors (Simola et al. 2013, 2016). We conclude that chromatin modifications play a crucial role in defining worker and queen honey bee castes by establishing and orchestrating caste-specific transcriptional networks; furthermore, it is the worker developmental pathway that is actively switched on from a default queen developmental program.

## Methods

### Age-matched larvae collection

To obtain worker larvae of known age, frames containing eggs and larvae were removed from healthy hives and placed as soon as possible in an incubator at 35°C and ∼80% humidity, in a warm room (at least 30°C). After removal from the incubator, frames were closely examined and an acetate sheet was laid over the patches of newly hatched larvae. The position of the sheet was marked on the edges of the frame to ensure accurate replacement at the time of collection. The locations of individual newly hatched larvae were marked on the sheet, and the frames were immediately returned to their original hives. The exact time was recorded. After 96 h, the frames were transferred back to a warm room and the larvae were collected with blunt nose soft forceps using the acetate sheet positioned over the frame according to the previously marked reference points. To obtain queen larvae of known age, standard queen raising techniques were used (Evans et al. 2013). Double grafting gave improved results and priming the queen cups with warm (35°C) royal jelly increased yield.

### Chromatin preparation

Chromatin was extracted from the larval heads (∼1.6 mm of the frontal end dissected in PBS) containing brain, optic and retinular ganglia, neurosecretory cells, glands (corpora allata, corpora cardiaca), suboesophageal ganglion, a small number of fat bodies, the maxillae, labium and mandibles, segmented imaginal antennae developing in hypodermal pockets, the openings of silk glands ducts at the tip of the labium-hypopharynx, trachea, and cuticle. The rest of the larval body is predominantly occupied by a large digestive system filled with processed food and bacteria (larvae do not defecate), a tracheal network and reproductive parts that at this stage of development are already large in queens and rudimentary in workers. Chromatin was cross-linked in fixation buffer (50 mM HEPES at pH 7.9, 1 mM EDTA at pH 8, 0.5 mM EGTA at pH 8, 100 mM NaCl, 1.8% formaldehyde) for 15 min. Reactions were quenched by washing twice in stop solution (125 mM glycine, 0.01% Triton X-100, PBS). Afterward, fixed larval heads were washed four times with wash buffer 1 (10 mM HEPES at pH 8, 10 mM EDTA at pH 8, 0.5 mM EGTA at pH 8, 0.25% Triton X-100), followed by four washes with wash buffer 2 (10 mM HEPES at pH 8, 1 mM EDTA at pH 8, 0.5 mM EGTA at pH 8, 0.01% Triton X-100, 200 mM NaCl). Larval heads were homogenized and centrifuged (1200*g*/10 min). All buffers from this step onward contained cOmplete protease inhibitor cocktail (Roche) and 2.5 mM sodium butyrate. Pellets were suspended in 5 mL lysis buffer 1 (2.5% glycerol, 50 mM Tris-HCl at pH 8.0, 140 mM NaCl, 0.5% IGEPAL, 0.25% Triton X-100, 1 mM EDTA) and incubated for 30 min on a rotator mixer at 4°C. Lysates were then centrifuged (1200*g*/10 min), and pellets were suspended in 5 mL lysis buffer 2 (10 mM Tris-HCl at pH 8.0, 200 mM NaCl, 1 mM EDTA) and incubated for another 30 min on a rotator mixer at 4°C. Lysates were centrifuged (1200*g*/10 min), and pellets were suspended in 900 µL sonication buffer (10 mM Tris-HCl at pH 8.0, 0.5% SDS, 1 mM EDTA). Chromatin was sonicated using a Bioruptor (3 × 15 min cycles [30 sec on, 30 sec off] at high power). Lysates were cleared by centrifugation (20,000*g*/10 min), and sonication was checked by agarose gel electrophoresis.

### Chromatin immunoprecipitation and ChIP-seq library preparation

Chromatin was concentrated using a Millipore Amicon concentrator (3 kDa cutoff). Fifty microliters chromatin aliquots was diluted 10-fold with ChIP dilution buffer (0.01% SDS, 1.1% Triton X-100, 1.2 mM EDTA, 16.7 mM Tris-HCl at pH 8.0, 167 mM NaCl). Antibodies (H3K4me3 [Active Motif, 39159]; H3K27ac [Active Motif, 39133], and H3K36me3 [Abcam, ab9050]) were added according to the manufacturers’ instructions, and samples were incubated overnight on a rotator mixer at 4°C. Thirty microliters of magnetic protein A Dynabeads (Invitrogen) was added to each reaction, and samples were incubated for 4 h on a rotator mixer at 4°C. Beads were washed twice with 500 µL wash buffer A (50 mM Tris-HCl at pH 8.0, 150 mM NaCl, 1 mM EDTA, 0.1% SDS, 1% NP-40, 0.5% sodium deoxycholate) and once with 500 µL wash buffer B (50 mM Tris-HCl at pH 8.0, 500 mM NaCl, 1 mM EDTA, 0.1% SDS, 1% NP-40, 0.5% sodium deoxycholate) and wash buffer C (50 mM Tris-HCl at pH 8.0, 250 mM LiCl, 1 mM EDTA, 1% NP-40, 0.5% sodium deoxycholate). After these washes, DNA was eluted from the beads by incubation in 200 µL elution buffer (1% SDS, 100 mM NaHCO_3_) for 40 min at 65°C in a ThermoMixer. Fifty micrograms of RNase A was added, and samples were incubated for 15 min at 37°C. NaCl was then added to a final concentration of 500 mM. Afterward, the samples were incubated overnight with 40 µg of proteinase K at 65°C in a ThermoMixer. DNA was purified with GeneJET PCR Purification columns (Thermo Fisher Scientific). NEBNext Ultra II DNA Library Prep Kit for Illumina (NEB) was used to make sequencing libraries from 0.5 to 1 ng of DNA following the manufacturer's instructions. Seventy-five base-pair SE next-generation DNA sequencing was carried out by the Barts and The London Genome Centre at Queen Mary University of London on the Illumina NextSeq 500 platform.

### RNA isolation and RNA-seq library preparation

Larval heads were dissected and individually snap frozen in liquid nitrogen. Total RNA from individual heads was isolated using the TRIzol method, followed by the use of RNA Clean-up and Concentration kit (Zymo Research). mRNA was isolated with poly(A) mRNA Magnetic Isolation Module (NEB) from 1 µg total RNA. RNA-seq libraries were constructed using the NEBNext Ultra Directional RNA Library Prep Kit for Illumina (NEB) following the manufacturer's instructions. One hundred base-pair PE next-generation sequencing was carried out by the Barts and The London Genome Centre at Queen Mary University of London on the Illumina NextSeq 500 platform.

### ChIP-seq analysis

The genome assembly Amel_4.5 (GCF_000002195.4) was downloaded from the NCBI and indexed using Bowtie 2 (v2.2.8) (Langmead and Salzberg 2012). ChIP-seq samples were mapped to this indexed genome using Bowtie 2 with default parameters. Detailed mapping statistics for each sample is available in Supplemental Table S7. Reads were counted into windows of width 100 bp with a spacing of 50 bp (each window therefore overlaps two other windows) using csaw (Lun and Smyth 2015). Duplicate reads were included in the analysis, mapping quality was restricted to ≥20, and each read was extended to 250 bp. Input reads were counted using the same parameters except each region was expanded to 5000 bp (±2450 bp). Windows that could not be expanded (e.g., those at the end of contigs) were removed from analysis. The count value of each window (*C*_*i*_) for each sample, *i*, was then normalized to the background counts (*C*_*b*_) using the following equation:

(1) $$NC_{i}=\frac{C_{i}N_{b}}{C_{b}N_{i}}$$

where *N*_*i*_ is the total number of reads sequenced for each sample, *i*, and *N*_*b*_ is the total number of reads sequenced in the appropriate input sample. To determine differential windows, we computed moderated *t*-statistics using empirical Bayes moderation of the standard errors with the *limma* R package (Ritchie et al. 2015).

### RNA-seq analysis

The cDNA of reference transcripts and ncRNA were downloaded from Ensembl Metazoa (https://metazoa.ensembl.org/index.html) in FASTA format using genome version GCA_000002195.1. These two FASTA files were concatenated and supercontigs were removed using linux command grep with the following string: “supercontig|$genome_version:[^1-9XMY]”. Kallisto (Bray et al. 2016) was used to build an index for further mapping using default parameters. Each sample's FASTQ file was mapped using Kallisto quant with default parameters except for increasing the number of bootstrap samples to 100 and setting the strand-specific nature of the reads using parameters “-b 100 --rf-stranded”. Detailed mapping statistics for each sample is available in Supplemental Table S8. To determine differential expression, the resulting files from the mapping were used with the R program sleuth (Pimentel et al. 2017). Default parameters were used throughout analysis. Sleuth uses a likelihood ratio test, and hence we tested for those genes whose abundance is significantly better explained when caste is included in the model compared to a reduced model in which a single parameter is fitted for each gene.

### Gene Ontology analysis

*Drosophila melanogaster* GO terms were downloaded from FlyBase [http://flybase.org]. Each *D. melanogaster* gene was mapped to its *A. mellifera* ortholog using HymenopteraMine (http://hymenopteragenome.org/hymenopteramine/begin.do). GO analysis was performed using the R package, topGO (http://bioconductor.org/packages/release/bioc/html/topGO.html).

### Transcription factor motif analysis

Transcription factor motif analysis was performed using CentriMo (Bailey and MacHanick 2012), which is part of the MEME suite tools. Individual peaks of H3K27ac were extended to 5 kbp from the center of the called peak.

## Data access

ChIP-seq and RNA-seq data from this study have been submitted to the NCBI Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE110642.

## Supplementary Material

Supplemental Material

# Supplementary material for: Phenotypically distinct female castes in honey bees are defined by alternative chromatin states during larval development
**Source:** Genome Res. 2018 Oct;28(10):1532–42. doi: 10.1101/gr.236497.118
**Supplement:** Supplemental Material

Phenotypically distinct female castes in honey bees are defined by alternative chromatin states during larval development — Phenotypically distinct female castes in honey bees are defined by alternative chromatin states during larval development — Supplemental Material 

# Phenotypically distinct female castes in honey bees are defined by alternative chromatin states during larval development

## Supplemental Material

- Supplemental\_Material.docx

# Supplementary material for: Phenotypically distinct female castes in honey bees are defined by alternative chromatin states during larval development
**Source:** Genome Res. 2018 Oct;28(10):1532–42. doi: 10.1101/gr.236497.118
**Supplement:** Supplemental Material

**Supplemental Materials**

**Phenotypically distinct female castes in honey bees are defined by alternative chromatin states during larval development.**

**Marek Wojciechowski,^1,4^ Robert Lowe,^2,4^ Joanna Maleszka,^3^ Danyal Conn,^1^ Ryszard Maleszka,^3,5^ and Paul J. Hurd^1,5^**

^4^ These authors contributed equally to this work.

**Table of contents**

**Supplemental Figures S1 – S13**

**Supplemental Tables S1- S8**

**Supplemental Figure S1.** Scatter plot of the enrichment values for each of the histone modifications profiled for the two biological replicates (R1, R2).

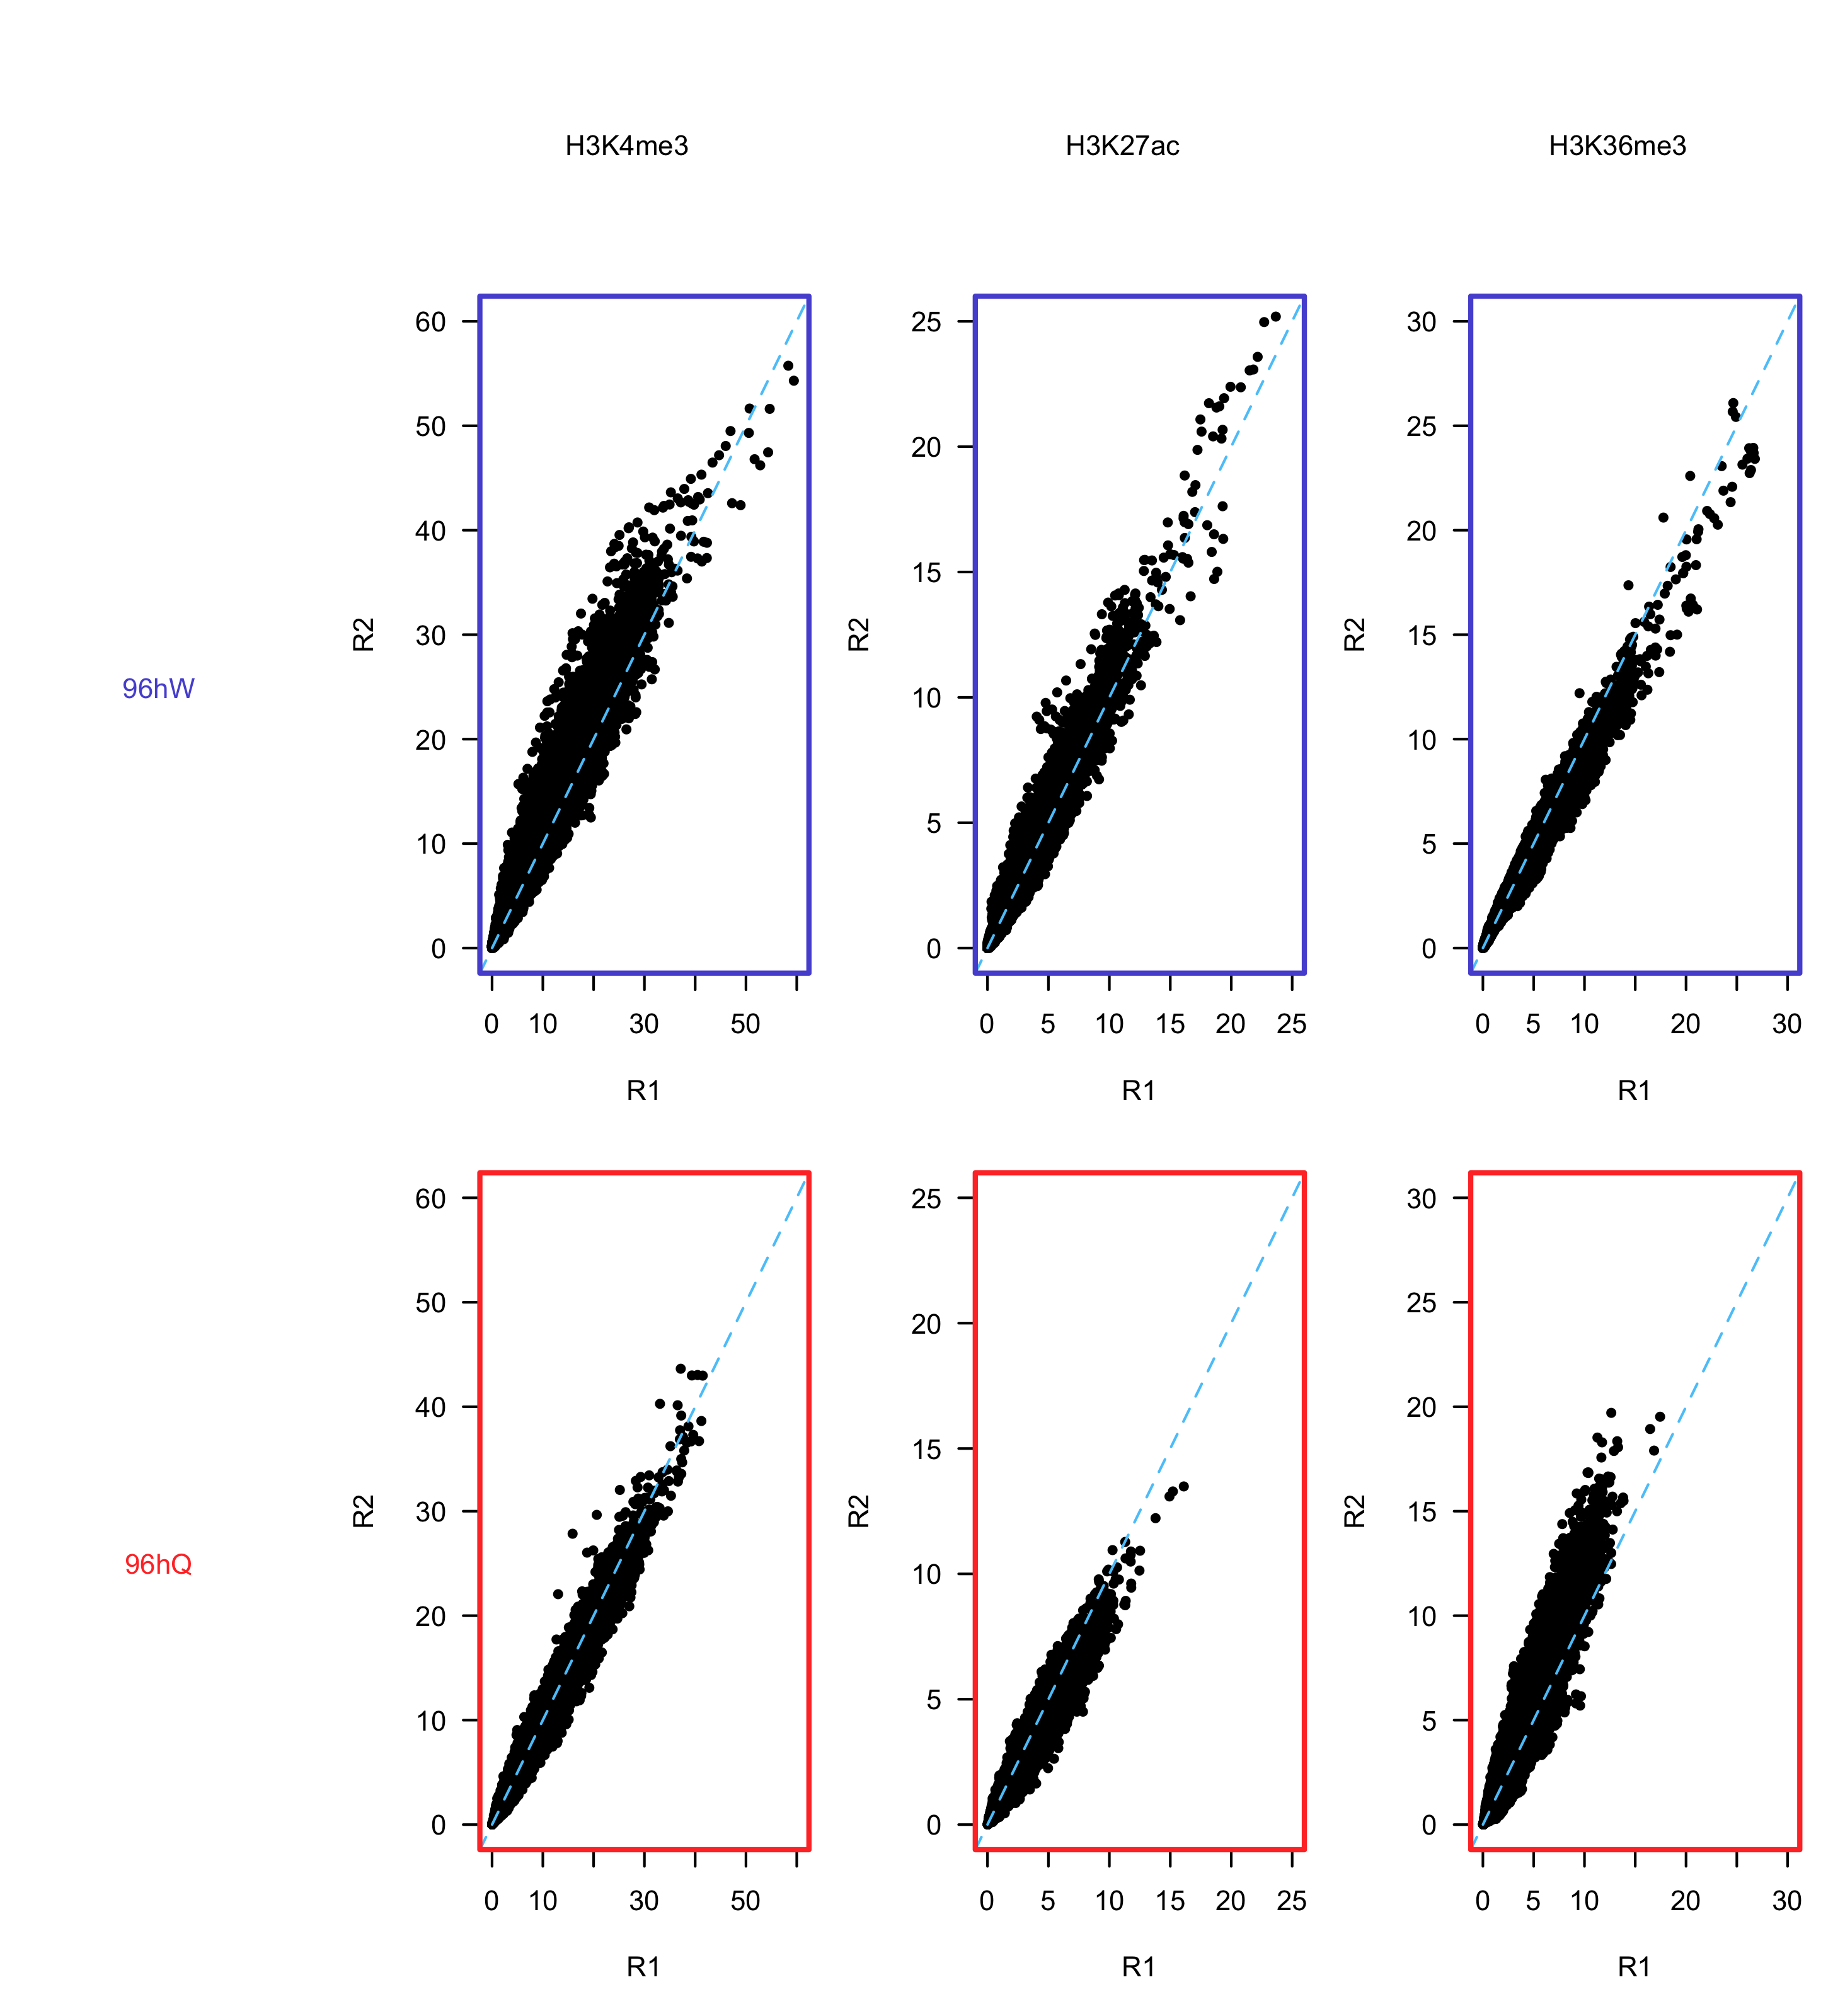

**Supplemental Figure S2**. Bar plots showing the percentage of H3K4me3, H3K27ac and H3K36me3 peaks that have a > 3-fold enrichment over input and the distance from the nearest TSS. This revealed that 82% (96hW) and 86% (96hQ) of all H3K4me3 peaks, 61% (96hW) and 58% (96hQ) of all H3K27ac peaks and 30% (96hW) and 22% (96hQ) of all H3K36me3 peaks are located within +/- 2kbp of the TSS of a gene.

**Supplemental Figure S3**. Bar plots showing the number of genes in common between the top five GO terms presented in Fig. 2B. For the 96hW GO analysis (left panel), there are a mean number of 53.6 genes in the top five terms. As expected, there is considerable overlap of genes across these top five GO terms. In total there are 70 unique genes identified in the top five GO terms. For the 96hQ GO analysis (right panel), there are a mean number of 391.6 genes in the top five GO terms. Again, as expected there is considerable overlap among GO terms with the majority of genes present in all five.

**Supplemental Figure S4**. A scatter plot showing the logFC(96hQ/96hW) of differential H3K36me3 enrichment levels against the change in fraction of overlapping DNA methylation differences. No statistically significant correlation (Spearman’s rank correlation p-value = 0.3495) or association (chisq-test p-value = 0.3424) was found.

**Supplemental Figure S5**. A bar plot showing the number of DMPs and their location to the nearest intron/exon boundary. In black are those DMPs which overlap with H3K36me3 peaks and in grey are randomly selected DMPs (background). DMPs that overlap H3K36me3 and DMPs that do not, show strong enrichment for intron/exon boundaries.

**Supplemental Figure S6.** A multidimensional scaling plot of the gene expression values as measured by RNA-seq for four 96hQ larval heads and four 96hW larval heads.

**Supplemental Figure S7.** The negative log p-value for the top five biological process GO terms for those genes which show increased expression in 96hW compared to 96hQ (left panel) and for those which show an increased expression in 96hQ compared to 96hW (right panel).

**
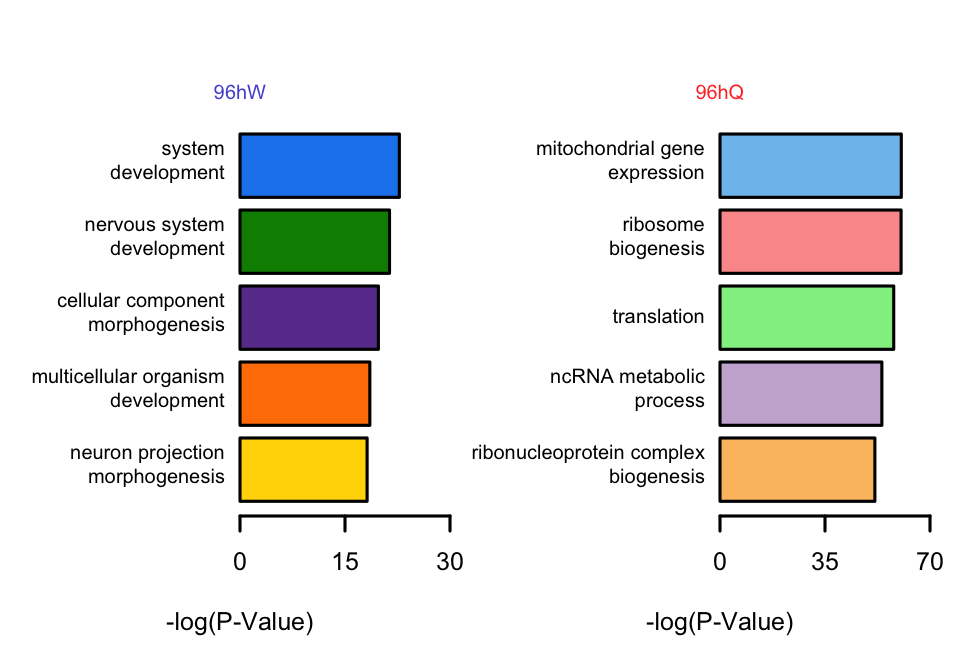
**

**Supplemental Figure S8.** Scatter plot of LogFC in expression between 96hW and 96hQ against the LogFC in 96hQ and 96hW from Ashby et al. 2016. A highly significant correlation ($\rho=0.51$; p-value = 5.3 $\times$ 10^-72^) is observed between the two datasets.

**
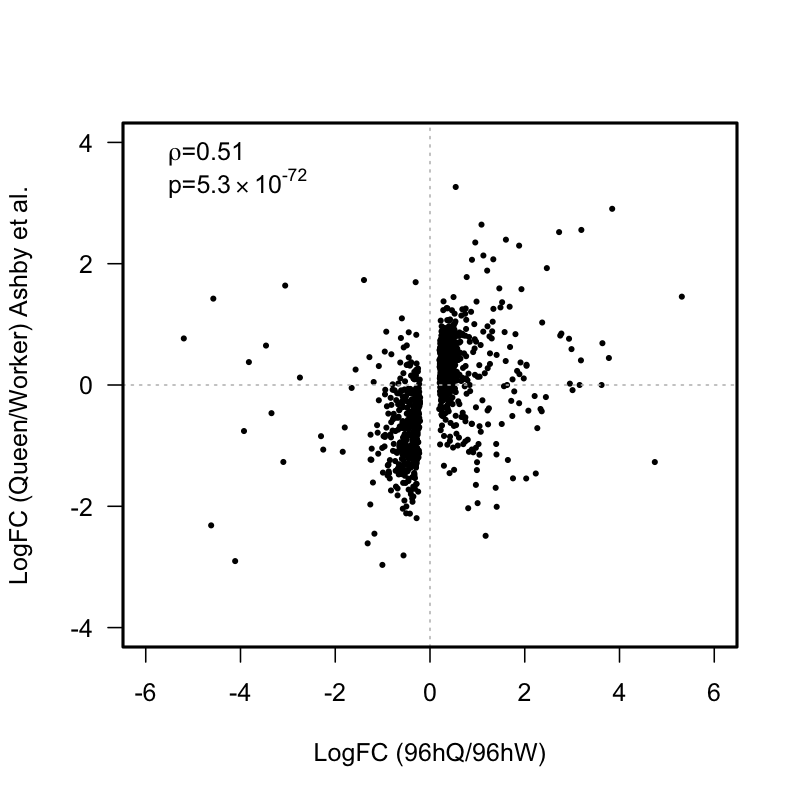
**

**Supplemental Figure S9.** Bar plots showing the number of genes in common between the top five GO terms presented in Fig. 2E. For the 96hW GO analysis (left panel), there are a mean number of 62.6 genes per GO term. As expected, there is considerable overlap of genes across these top five GO terms. For the 96hQ GO analysis (right panel), there are a mean number of 31 genes per GO term. Again, as expected there is considerable overlap among GO terms with the majority of genes present in all five.

**Supplemental Figure S10.** A screenshot from the genome browser display showing the read alignments over pyruvate kinase (*PYK*; 552007) without any processing.

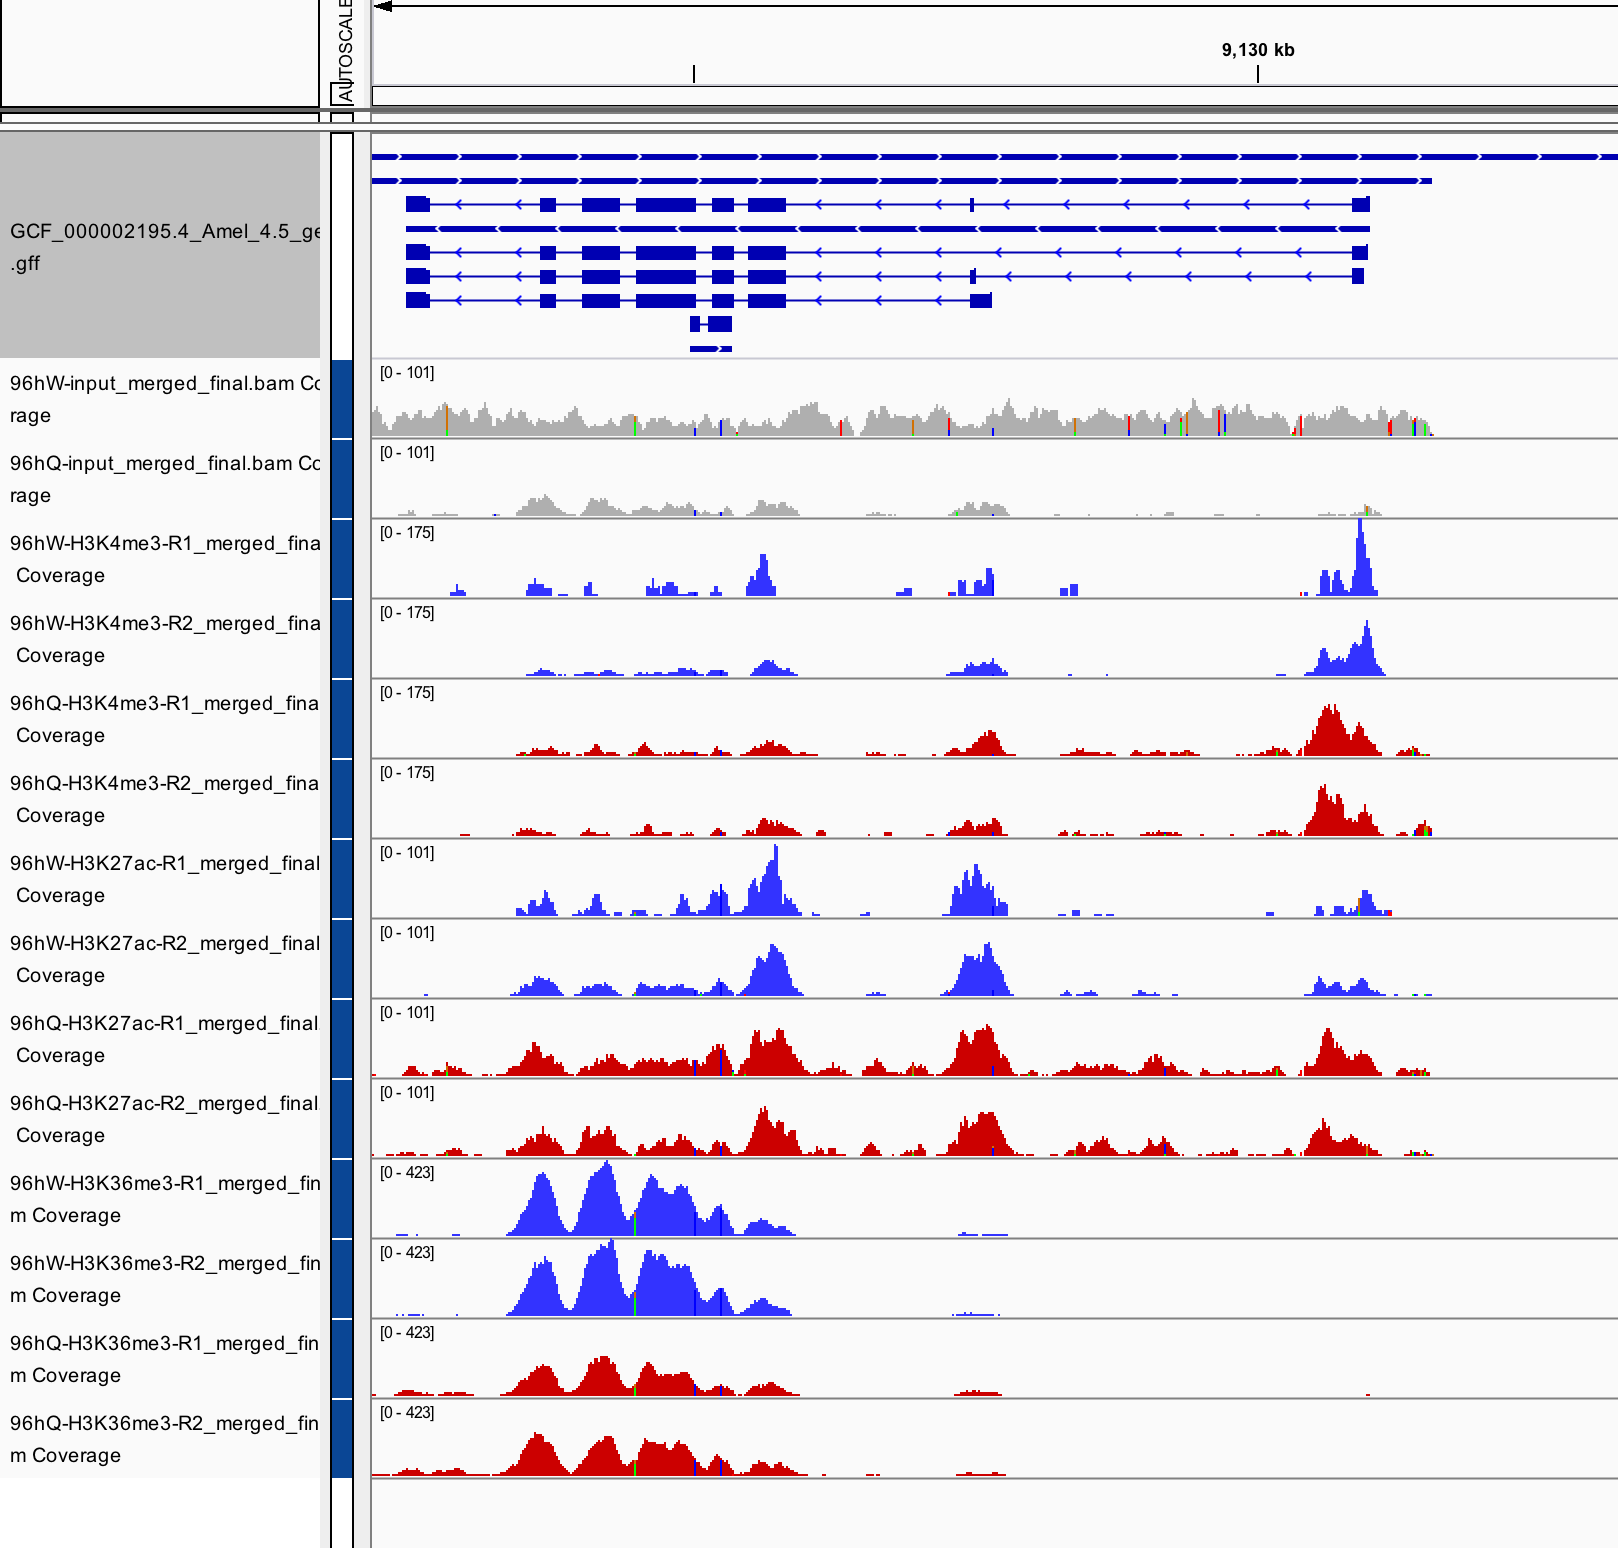

**Supplemental Figure S11.** A boxplot of the LogFC in expression (96hQ/96hW) for those genes containing 96hW-specific intronic H3K27ac and 96hQ-specific intronic H3K27ac.

**
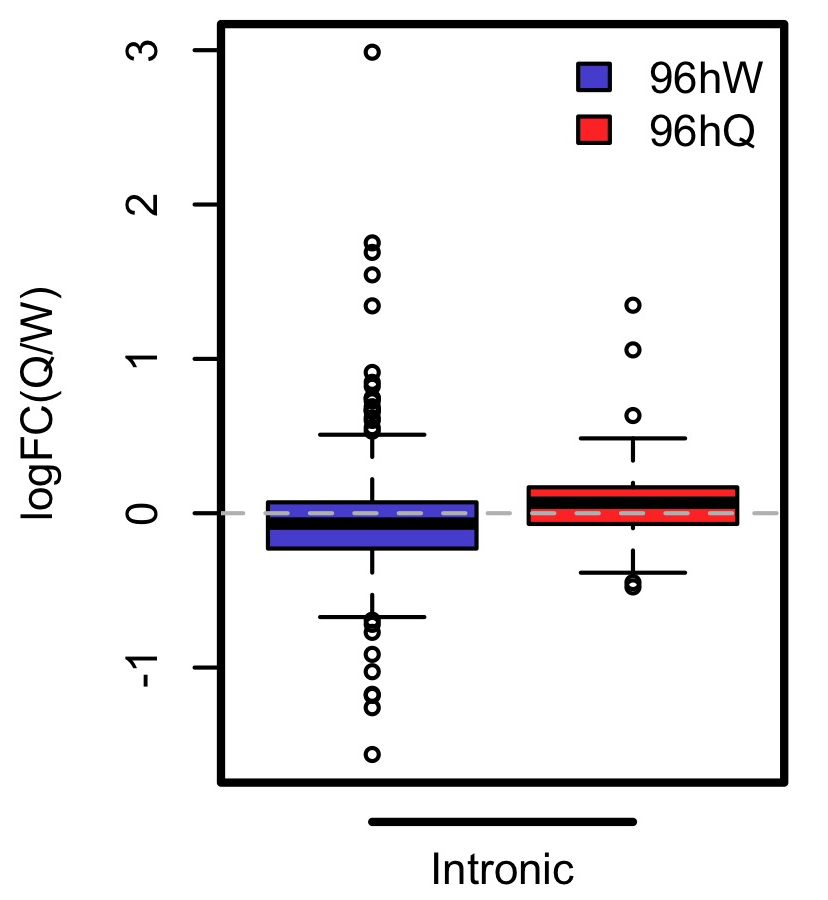
**

**Supplemental Figure S12**. A line plot showing the number of genes at varying distances from peaks of H3K27ac that show a > 3-fold enrichment over input. The number of genes were calculated by counting genes in bins of 10kbp.

**Supplemental Figure S13**. A line plot showing the average Log(expression) of the genes in each 10kbp bin defined in Supplemental Figure S12**.** A peak in expression is seen in both 96hQ and 96hW at a distance of 130-140kbp.

**Supplemental Table S1.** List of GO data for 96hQ ChIP-seq enrichment differences

**Supplemental Table S2.** List of GO data for 96hW ChIP-seq enrichment differences.

**Supplemental Table S3.** List of GO data for 96hQ RNA-seq differences.

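All 264 measured genes of this table had positive log2 fold changes, toward queen heads. Of these, 200 were higher in 96hQ and none was lower at an adjusted p under 0.01 from edgeR (262 higher when adjusted over the list alone), with a median log2 fold change of 0.43. The 200 became 120, 95, 169 and 76 without 96hQ replicates 1, 2, 3 and 4 in turn, and 93, 61, 46 and 58 without those of 96hW, and 14 on log2(TPM + 1). For mitochondrial gene expression, 41 of 50 genes were higher in 96hQ (50 when adjusted over the list alone), with a median of 0.44. For ribosome biogenesis it was 45 of 57 (57 when adjusted over the list alone), with a median of 0.45. For translation it was 68 of 90 (89 when adjusted over the list alone), and for oxidative phosphorylation 18 of 22 (22 when adjusted over the list alone). None of these genes was lower. Without 96hW replicate 3 the counts for these 4 terms were 9, 18, 9 and 4. The 4 terms passed camera with the preset correlation and with an estimated one (adjusted p between 0.00928 and 0.0367). On log2(TPM + 1) their medians were between 0.21 and 0.28, where that of all genes was -0.15. The study chose the genes as differing in these libraries, so the counts are not independent evidence of direction.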

**Supplemental Table S4.** List of GO data for 96hW RNA-seq differences.

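Of 152 measured genes of this table, 149 had negative log2 fold changes, toward worker heads. Of the 152, 115 were higher in 96hW and none in 96hQ at an adjusted p under 0.01 from edgeR (147 higher when adjusted over the list alone), with a median log2 fold change of -0.58. The 115 became 70, 61, 111 and 28 without 96hQ replicates 1, 2, 3 and 4 in turn, and 63, 26, 15 and 23 without those of 96hW, and 67 on log2(TPM + 1). For system development it was 71 of 96 genes (94 when adjusted over the list alone), with a median of -0.57. For nervous system development it was 55 of 71 (69 when adjusted over the list alone), with a median of -0.61. For neuron projection morphogenesis it was 36 of 45 (44 when adjusted over the list alone), with a median of -0.65. Without 96hW replicate 3 the counts for these 3 terms were 6, 5 and 3. The 3 terms passed camera with the preset correlation and with an estimated one (adjusted p between 0.00541 and 0.00928). These genes too were chosen by the study on the same libraries, which makes their direction no independent evidence.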

**Supplemental Table S5.** List of GO data for combined 96hQ ChIP-seq and RNA-seq differences.

**Supplemental Table S6.** List of GO data for combined 96hW ChIP-seq and RNA-seq differences.

**Supplemental Table S7.** Detailed mapping statistics for ChIP-seq.

**Supplemental Table S8.** Detailed mapping statistics for RNA-seq.

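The estimated counts of each deposited library sum to the number of reads this table gives as used for that library, from 19139730 to 23344818. The median was 22758408 for queen heads and 20820387 for worker heads. The 10 most abundant transcripts took 8.35% ± 1.57 of the counts in 96hQ and 10.3% ± 3.09 in 96hW (SD, n = 4 heads each). The highest share in a queen head was 10.7%, in 96hQ replicate 3, and the lowest in a worker head was 5.82%, in 96hW replicate 1.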

How the deposited data were processed for this re-analysis (not part of the article)

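RNA was measured in the heads of individual honey bee larvae at 96 h, 4 queens (96hQ) and 4 workers (96hW), and each library is 1 animal. The authors mapped paired-end, strand-specific reads with kallisto, and the deposited files hold its estimated counts and TPM for 28739 transcripts per library. The estimated counts were deposited without normalization between libraries and are not whole numbers, since the authors' tool shares reads among transcripts. The deposited TPM were scaled by the authors' tool to a fixed sum. The text of the paper names an Ensembl Metazoa transcript set, while the files carry RefSeq accessions, and it does not give the version of kallisto. The chromatin and DNA methylation data of the study have no file here and were left out.

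Transcripts were paired with genes by the root of their accession through a reference table of a later assembly (Amel_HAv3.1), used for names only. It paired 17723 transcripts with 9161 genes, and 1449 transcripts carried the same version of the accession. The 11016 unpaired transcripts enter the tests of transcripts but no sum per gene. No transcript in the files was paired with Magu or Trl.

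Counts were rounded and tested with edgeR 4.0.16 in R 4.3.3: TMM normalization, at least 5 counts in at least 4 of the 8 libraries, the quasi-likelihood F test with caste as the only term, and Benjamini-Hochberg adjustment with a threshold of 0.01, the paper's own. The paper used sleuth, which needs bootstraps that were not used here. Natural log fold changes stand beside log2 because sleuth reports natural logs. Normalized counts are TMM-normalized counts scaled to the mean library total. Standard errors are the fold change divided by the root of the F statistic. Total counts are given with the sequencing depth at the data. Over all transcripts pooled, counting error is small beside the spread between heads. That need not hold for genes with few counts, such as Vg with 4.72 to 6.89 normalized counts in queen heads. The error of sharing reads among transcripts was not measured.

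Tested on simulated data with the real means, library sizes and dispersions, and 200 changed genes, the fit of genes recovered 8% of changes of 1.5-fold, 70% of 2-fold, 90% of 3-fold and 80% of 4-fold among 8088 genes. The fit of transcripts recovered 0% of changes of 1.5-fold, 10% of 2-fold, 20% of 3-fold and 46% of 4-fold among 19937 transcripts. The simulation called 0 unchanged transcripts and 2 unchanged genes. In the data 3342 of 8151 genes and 4875 of 20768 transcripts had an unadjusted p under 0.05 from edgeR. Recovery at a threshold on adjusted p depends on how many genes change, so these rates may not hold for the data.

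Gene lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01, with camera at an estimated correlation and with fry, adjusted over 37 lists with a threshold of 0.05. Of the lists planned before the data were examined, 6 had at least 3 members by symbol: cytosolic ribosomal proteins, juvenile hormone, ecdysone, cuticle proteins, fat body storage and transport proteins, and major royal jelly and yellow proteins. Insulin and TOR signalling had 2 members and was not tested. Of the 9161 paired genes, 622 have a symbol other than LOC, so lists by symbol may hold only part of a class. The other planned lists rested on gene descriptions, which the reference table lacks. A further 10 were formed from symbols after the files were seen and before any comparison between castes: silk gland proteins, muscle troponins, neuron receptors, channels and synapse proteins, amine receptors and synthesis, odorant-binding and chemosensory proteins, nuclear oxidative phosphorylation genes, antioxidant enzymes, immune genes, yellow proteins and chaperones. The remaining lists are gene ontology terms of Supplemental Tables S1 to S6, of which those of S3 to S6 were chosen by the study on these libraries.

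The genes named were set by rule: genes the paper names, whose values in the paper had been seen, the 10 largest folds in each direction among genes that passed without overlap between castes and with at least 10 normalized counts, the 5 smallest p in each direction, and up to 4 members of each list. LOC406073 and LOC411104 were named after their values were seen. The trend on transcript length is a loess fit across genes outside Supplemental Tables S3 to S6.

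Alternatives were other size factors, DESeq2 1.42.0, limma-voom, limma on natural logs and on log2 TPM, other filters, other thresholds, unrounded counts, the replicate number as a block, and each library left out. A robust prior, the omission of 96hQ replicate 3 with 96hW replicate 1, and scaling per gene were added after seeing the data.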

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

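The tests of the fat body ratio, of the caste difference in hexamerins, of the cuticle genes in 96hQ replicate 3, of the length trend in single lists, and of other splits of the libraries were chosen after the results they concern were seen.

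In 328 groups of 4 heads, the gap of the outermost head to the nearest other was divided by the range of the group, and 29 groups passed the 95% critical value of Dixon's test, where chance gives about 1 in 20, or 16.4. On counts that were not logged, 22 of the 250 groups of single genes passed, compared with 24 on the log2 scale. Of the 29, 12 concern 96hW replicate 1 and 6 concern 96hQ replicate 3. 96hW replicate 1 was the lowest of its caste for Hex110 (0.921), Hex70a (0.881), Hex70c (0.918), Jhe (0.833), LOC406147 (0.885), PGRP-S3 (0.864). 96hW replicate 1 was the highest of its caste for 5-HT2alpha (0.846), TpnCIIb (0.857), Usp (0.891). 96hQ replicate 3 was the highest of its caste for CytC (0.949), E74 (0.838), Y-h (0.897), Y-y (0.888). Further heads apart from their caste were 5-HT1 in 96hW replicate 2 (lowest, 0.886), Fibroin2 in 96hQ replicate 1 (lowest, 0.872), Hsc70-3 in 96hW replicate 4 (highest, 0.876), LOC102655454 in 96hQ replicate 4 (highest, 1), LOC107964173 in 96hW replicate 4 (highest, 1), LOC113218523 in 96hW replicate 3 (highest, 0.843), LOC413833 in 96hQ replicate 4 (highest, 1), LOC726362 in 96hW replicate 3 (lowest, 0.980), nAChRa3 in 96hQ replicate 2 (lowest, 0.915), Obp2 in 96hQ replicate 2 (lowest, 0.894), Y-e3 in 96hW replicate 3 (highest, 0.836), several of them at 3 counts or fewer. Apart at the level of lists were the mean of fat body storage and transport proteins in 96hW replicate 1 (lowest, 0.850), the mean of antioxidant enzymes in 96hW replicate 1 (lowest, 0.900), the mean of yellow proteins in 96hQ replicate 3 (highest, 0.892), the mean of all genes of Supplemental Table S5 in 96hW replicate 1 (lowest, 0.962). The share of counts in the 10 most abundant transcripts was highest in 96hQ replicate 3 (10.7%, ratio 0.895).

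Lists that the paper does not discuss passed camera at the preset correlation between castes: cuticle proteins with a median of 1.37 (adjusted p = 0.294 with an estimated correlation), fat body storage and transport proteins with -2.93 (adjusted p = 0.318 with an estimated correlation), and major royal jelly and yellow proteins with 2.81, where 1 of 3 genes passed (0 without 96hQ replicate 4 and without each 96hW replicate; 1 when adjusted over the list alone; camera, adjusted p = 0.021; adjusted p = 0.197 with an estimated correlation, and adjusted p = 0.0661 on the DESeq2 fit). The 3 measured genes of that last list are Mrjp1, Mrjp2 and Mrjp6, with no yellow gene among them. Their mean log2 normalized counts were low, between 1.05 and 2.65 in worker heads and between 3.45 and 5.01 in queen heads. That list also no longer passed camera with limma-voom (adjusted p = 0.0564) or with no filter (median 0.93, adjusted p = 0.0753). Omitting 96hQ replicate 3 and 96hW replicate 1 gave a median of 1.98, which did not pass (camera, adjusted p = 0.1).

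Fat body storage genes were low in 96hW replicate 1. That head lay below every queen head for HEX70b and Hex70c, within their range for Hex110 and above them for Hex70a and Vg. The 5 listed genes were lower there than in the other worker heads by 3.14 to 3.31 log2 units, a span of 0.17 (HEX70b 82551 normalized counts there, at least 713322 in the others), which is consistent with less fat body in that head. That amount alone leaves some genes out. Of 83 genes at least 4-fold lower in that head than in each other worker, 8 were lower by more than 18.7-fold. Among them were LOC406073 and LOC411104, chosen after their values were seen, with a count of 0 there. The limit of 18.7 rests on means of logs and the folds of the 83 genes on plain means. The genes nearest to it, at 23.1-fold and 24.4-fold, could therefore fall under it on a common measure. Between castes, more fat body in worker heads does not account for the difference alone, since the fold changes of the 5 genes span 2.84 log2 units and 7 of 10 ratios between them do not overlap between castes. A caste difference in the expression of these genes stays open.

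Cuticle genes were high in 96hQ replicate 3. There, 15 of 19 cuticle genes were above every other queen head. Over the 19, the median ratio to the geometric mean of the others was 1.01 log2 units. More cuticle-forming tissue alone is argued against by a span of 6.21 log2 units, from CPR17 at -0.96 to CPR3 at 5.24. E74, a gene of the ecdysone response, was 4.02-fold higher there, and without that replicate its caste difference turned to -0.46. A difference in developmental timing could account for this and was not tested, since all heads share 1 age.

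The lists of cytosolic ribosomal proteins and of cytoplasmic translation lay toward queen heads and the neuron list toward worker heads with few members passing, and among genes that passed, those higher in 96hQ were shorter (median 1426 nt) than those higher in 96hW (3356 nt). With the trend on transcript length removed, the neuron list kept a median of -0.43 (adjusted p = 7.26e-05 at the preset correlation; before the removal it did not pass with an estimated one, adjusted p = 0.16), which argues against length bias as its whole cause. The cytosolic ribosomal proteins fell to 0.0516 from 0.20 and cytoplasmic translation of Supplemental Table S1 to 0.0889 from 0.22, so length bias could account for these. The genes of Supplemental Tables S3 and S4 kept medians of 0.39 and -0.48, from 0.43 and -0.58 (cameraPR, adjusted p = 2.34e-71 and 2.59e-50). The study chose them as differing in these libraries, and the trend was fitted without them. Their medians could therefore stay off 0 whether or not length plays a part, so they cannot decide on length bias. A change in the share of neurons between castes stays open.

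In the real split 254 transcripts passed and at most 0 in the other splits, and 702 genes passed compared with at most 2. The real split was the highest for both (1 of 35 splits each), which is the smallest share that 4 against 4 allow. Every other split mixes the castes within a group, which widens the spread inside it. Low counts there therefore do not exclude chance. For gene lists 30 passed in the real split (1 of 35), but up to 28 in another, so the number of lists that pass camera at the preset correlation separates the castes from other splits only narrowly.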

How the results depend on the processing

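The robust prior, the omission of both libraries that stand apart and the scaling per gene were chosen after seeing the data. Against 254 transcripts, 702 genes and 30 gene lists that passed, with 0 of the genes the paper names and all 20 of those with the largest folds, leaving out 1 library gave 2 to 147 transcripts (2 to 115 higher in 96hQ, 0 to 32 in 96hW), 142 to 774 genes (100 to 446 higher in 96hQ, 42 to 328 in 96hW), 0 to 1 of the 7 measured genes the paper names and 4 to 15 of the 20 genes with the largest folds; fewer heads enter those fits. Upper-quartile factors gave 1 of the 7 measured genes the paper names. DESeq2 gave 2286 transcripts (1341 higher in 96hQ, 945 in 96hW), 1900 genes (1038 higher in 96hQ, 862 in 96hW) and 3 of the 7 measured genes the paper names. Limma-voom gave 9 of the 20 genes with the largest folds. Limma on natural logs gave 73 transcripts (39 higher in 96hQ, 34 in 96hW). No filter gave 157 transcripts (118 higher in 96hQ, 39 in 96hW). A minimum of 5 counts in all 8 libraries gave 10 of the 20 genes with the largest folds. Limma on log2(TPM + 1) gave 83 transcripts (43 higher in 96hQ, 40 in 96hW), 237 genes (74 higher in 96hQ, 163 in 96hW) and 1 of the 7 measured genes the paper names. Limma on log2(TPM + 0.1) gave 36 transcripts (17 higher in 96hQ, 19 in 96hW), 186 genes (59 higher in 96hQ, 127 in 96hW) and 13 of the 20 genes with the largest folds. Omitting 96hQ replicate 3 and 96hW replicate 1 gave 9 transcripts (6 higher in 96hQ, 3 in 96hW) and 2 of the 7 measured genes the paper names. A threshold of 0.05 gave 1553 transcripts (990 higher in 96hQ, 563 in 96hW), 2189 genes (1196 higher in 96hQ, 993 in 96hW) and 3 of the 7 measured genes the paper names. A minimum of 1.5-fold gave 307 genes (173 higher in 96hQ, 134 in 96hW). An estimated correlation in camera gave 13 of 37 gene lists. These 13 lists are all from Supplemental Tables S3 to S6, which the study chose on these libraries, and 0 of the other 22 passed. With fry 29 lists passed: juvenile hormone was added, and all genes and regulation of gene expression of Supplemental Table S2 were lost. With the replicate number as a block there were 1 transcript (1 higher in 96hQ, 0 in 96hW), 10 genes (10 higher in 96hQ, 0 in 96hW) and 2 of the 20 genes with the largest folds; same-numbered heads correlated between -0.03 and 0.06 and 2 of 8 heads correlated best with their own number, so the numbers do not pair the heads. The cause of the other moves was not tested. On log2(TPM + 1) the median of all genes moved by -0.15, so its folds are relative to that shift. The ratio of distances between and within castes stayed between 1.04 and 1.35 under the alternatives run. Counts within 1.5 times of these, from the alternatives that keep all libraries, were 190 to 332 transcripts and 523 to 729 genes, and 580 genes without both libraries. The signs of 10 genes or transcripts reversed under some alternatives, as did camera's direction for 3 lists, whose medians are given and may keep their sign; none of these passed (log2 fold changes): limma-voom Fibroin4 -0.0330; limma on natural logs Fibroin4 -0.0466; at least 5 counts in all 8 odorant-binding and chemosensory proteins -0.11; limma on log2(TPM + 1) E74 -0.20, Fibroin4 -0.11, Pgrp-s2 -0.0510, XM_006565936 -0.0689, odorant-binding and chemosensory proteins -0.32; limma on log2(TPM + 0.1) E74 -0.20, Fibroin4 -0.19, Pgrp-s2 -0.0569, XM_006565936 -0.0692, odorant-binding and chemosensory proteins -0.33; the replicate block Fibroin4 -0.0358; omitting both libraries E74 -0.51, TpnI 0.0727, XM_016911916 0.0952, XM_016915488 -0.37, silk gland proteins 0.29, muscle troponins 0.0727. Leaving out 1 library, they ranged as follows: Fibroin4 -0.29 to 0.15, TpnCIIb -0.0861 to 0.47, XM_016911916 -0.43 to 0.10, silk gland proteins -0.0806 to 0.25, E74 -0.46 to 0.55, XM_016915488 -0.12 to 0.51, XM_016911962 -1.31 to 0.24, odorant-binding and chemosensory proteins -0.47 to -0.13, Fibroin3 -0.0882 to 1.08. On log2(TPM + 1) the medians of antioxidant enzymes (-0.05), of all genes of Supplemental Table S1 (-0.02) and of silk gland proteins (-0.11) turned, and without 96hQ replicate 2 that of muscle troponins (0.04), while camera's direction did not. Of 2680 comparisons of named genes with an alternative, 2275 kept direction and side of the threshold, 310 no longer passed, 79 newly passed and 16 reversed; of 810 for lists, 772, 29, 2 and 7. The fit of transcripts recovered 46% of simulated 4-fold changes, with 200 changed in the simulation. More differ in the data, so that share may not hold there. A transcript that did not pass may still differ by that much.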

Differences from the paper's values

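The paper's count of transcripts that differ between castes is 1060, with 674 higher in 96hQ and 386 in 96hW, at an adjusted p under 0.01. Here edgeR gave 254, with 185 and 69, at the same threshold. Of the alternatives set before the data were examined, only a looser threshold of 0.05 (1553, with 990 and 563) falls within 1.5 times the paper's counts, and it is not the paper's threshold. DESeq2 gave more (2286, with 1341 and 945), and each of the other alternatives gave fewer: other size factors, limma-voom, limma on natural logs or on TPM, other filters, unrounded counts, a minimum of 1.5-fold, the replicate number as a block and each library left out.

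The paper states that XM_006561197 of TET, and EcR, BMP receptor 1B and Mad, are significantly higher in workers. The direction was the same here for each, and the paper's natural log fold changes lay within the standard error of the values here. None passed an adjusted p of 0.01 in edgeR. The unadjusted p of XM_006561197 was 0.000316 from edgeR, and the paper does not state whether its P-value for that transcript is adjusted. For EcR, BMP receptor 1B and Mad the values here are sums per gene, while the paper describes transcript levels. The 3 Mad transcripts had 0.33, 0.12 and 0.06 (edgeR, adjusted p = 0.246, 0.595 and 0.937). On log2(TPM + 1) the median log2 fold change was -0.15 over all genes and -0.18 over all transcripts, toward worker heads. With that shift left in, the natural log values lay beyond the standard error, so their distance from the paper's values includes it. The values on that scale were 0.50 for XM_006561197 (0.38 in the paper), 0.37 for EcR (0.24) and 0.25 for BMP receptor 1B (0.12). DESeq2 calls XM_006561197 (adjusted p = 1.9e-07), Ecr (adjusted p = 0.00456), its transcript XM_016913298 (adjusted p = 0.00683) and LOC409301, which is Mad (adjusted p = 0.000559). Mad also passes without 96hW replicate 1 (adjusted p = 0.0071 from edgeR), and the gene TET (LOC412878) passes with upper-quartile factors, DESeq2, limma on log2(TPM + 1) and without 96hQ replicate 3. XM_006561197, TET, EcR and Mad pass at a threshold of 0.05. The gene sum of BMP receptor 1B passed under no alternative run (adjusted p = 0.172 in edgeR), while its transcript XM_006565622 passes with DESeq2 (adjusted p = 0.000473) and at a threshold of 0.05 (adjusted p = 0.036 from edgeR). The paper presents PYK as an example of some of the most significant differences between castes, in expression as well as in histone marks. In expression, the only part measured here, it did not pass under any alternative run (log2 fold change 0.17, adjusted p = 0.117 from edgeR).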

Other observations

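Of 140 measured genes of Supplemental Table S1 (96hQ), 13 were higher and 2 lower in 96hQ (24 and 2 when adjusted over the list alone; higher, 13, 8, 15 and 8 without 96hQ replicates 1, 2, 3 and 4 in turn, and 8, 5, 2 and 5 without those of 96hW), with a median log2 fold change of 0.14, which turned to -0.02 on log2(TPM + 1) (camera, adjusted p = 1.96e-05; adjusted p = 0.176 with an estimated correlation). Its translation genes gave 7 higher and 1 lower of 48 (16 and 1 when adjusted over the list alone; 1 higher without 96hW replicate 3; camera, adjusted p = 1.8e-06; adjusted p = 0.176 with an estimated correlation), and cytoplasmic translation 2 higher of 22 (6 when adjusted over the list alone; 0 without 96hW replicate 3; camera, adjusted p = 3.74e-05; adjusted p = 0.318 with an estimated correlation). Of 483 genes of Supplemental Table S2 (96hW), 29 were higher and 6 lower in 96hW (21 and 2 when adjusted over the list alone; higher, 22, 16, 39 and 5 without 96hQ replicates 1, 2, 3 and 4 in turn, and 14, 7, 3 and 4 without those of 96hW), with a median of -0.09 (camera, adjusted p = 0.00642; fry, adjusted p = 0.105; adjusted p = 0.506 with an estimated correlation). Nervous system development gave 16 higher and 2 lower of 224 (16 and 2 when adjusted over the list alone; 2 higher without 96hW replicate 3), with a median of -0.15 (camera, adjusted p = 8.54e-05; adjusted p = 0.318 with an estimated correlation), and regulation of gene expression 10 higher and 2 lower of 190 (7 and 1 when adjusted over the list alone; 3 higher without 96hW replicate 3), with a median of -0.08 (camera, adjusted p = 0.0114; fry, adjusted p = 0.0667; adjusted p = 0.506 with an estimated correlation, and adjusted p = 0.0624 without 96hW replicate 1). With the trend on transcript length removed, the medians of Table S2 turned to 0.03 for all its genes (adjusted p = 0.711) and 0.03 for regulation of gene expression (adjusted p = 0.725), and nervous system development no longer passed (median -0.04, adjusted p = 0.148), while in Table S1 cytoplasmic translation no longer passed (median 0.09, adjusted p = 0.111). On log2(TPM + 1), where the median of all genes was -0.15, the medians were 0.05 for both translation terms of Table S1, and -0.24 for all genes, -0.30 for nervous system development and -0.23 for regulation of gene expression of Table S2. Without 96hW replicate 1 the median of nervous system development was -0.10.

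Of 4 chaperones, Hsc70-5 was higher in 96hQ (log2 fold change 0.73, SE 0.09; 2 genes when adjusted over the list alone), with a list median of 0.48 (camera, adjusted p = 0.016; adjusted p = 0.176 with an estimated correlation, and a median of 0.30 on log2(TPM + 1)); Hsc70-5 did not pass without 96hW replicate 2 (adjusted p = 0.0105 from edgeR) or 96hW replicate 3 (adjusted p = 0.0113 from edgeR). Of 3 juvenile hormone genes, Kr-h1 was higher in 96hQ (log2 fold change 1.91, SE 0.37), a call kept in 1 of 8 fits without a library, and Jhe had a log2 fold change of -3.57 (adjusted p = 0.021 from edgeR); the list had a median of 1.53 and a mean of -0.04 (camera, adjusted p = 0.32; fry, adjusted p = 0.045), and when adjusted over the list alone 2 were higher in 96hQ and 1 in 96hW. Of 4 yellow proteins, Y-f was higher in 96hW (log2 fold change -0.88, SE 0.10; 1 in each direction when adjusted over the list alone), with a list median of 1.62 (0.80 without 96hQ replicate 3; camera, adjusted p = 0.667). Of 15 odorant-binding and chemosensory genes, 1 was higher in each caste (also 1 in each when adjusted over the list alone; the one in 96hW, Obp2, passed in 1 of the 4 fits without a library that tested it; camera, adjusted p = 0.693). No gene passed among 4 silk gland proteins (camera, adjusted p = 0.874), 7 muscle troponins (camera, adjusted p = 0.396) and 9 immune genes (camera, adjusted p = 0.534). Of other genes the paper names, Hairy (LOC410468) had a log2 fold change of -0.39 (SE 0.30, adjusted p = 0.361 from edgeR) and CBP (LOC726332) one of -0.53 (SE 0.41, adjusted p = 0.363 from edgeR); without 1 library they ranged from -0.57 to -0.21 and from -1.01 to -0.33.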
